# The atypical antidepressant tianeptine confers neuroprotection against oxygen–glucose deprivation

**DOI:** 10.1007/s00406-023-01685-9

**Published:** 2023-09-01

**Authors:** Burcu Ersoy, Marie-Louise Herzog, Wen Pan, Simone Schilling, Matthias Endres, Ria Göttert, Golo D. Kronenberg, Karen Gertz

**Keywords:** Tianeptine, Ischemia, Stroke, Neuroprotection, Serotonin

## Abstract

Proregenerative and neuroprotective effects of antidepressants are an important topic of inquiry in neuropsychiatric research. Oxygen–glucose deprivation (OGD) mimics key aspects of ischemic injury in vitro. Here, we studied the effects of 24-h pretreatment with serotonin (5-HT), citalopram (CIT), fluoxetine (FLU), and tianeptine (TIA) on primary mouse cortical neurons subjected to transient OGD. 5-HT (50 μM) significantly enhanced neuron viability as measured by MTT assay and reduced cell death and LDH release. CIT (10 μM) and FLU (1 μM) did not increase the effects of 5-HT and neither antidepressant conferred neuroprotection in the absence of supplemental 5-HT in serum-free cell culture medium. By contrast, pre-treatment with TIA (10 μM) resulted in robust neuroprotection, even in the absence of 5-HT. Furthermore, TIA inhibited mRNA transcription of candidate genes related to cell death and hypoxia and attenuated lipid peroxidation, a hallmark of neuronal injury. Finally, deep RNA sequencing of primary neurons subjected to OGD demonstrated that OGD induces many pathways relating to cell survival, the inflammation-immune response, synaptic dysregulation and apoptosis, and that TIA pretreatment counteracted these effects of OGD. In conclusion, this study highlights the comparative strength of the 5-HT independent neuroprotective effects of TIA and identifies the molecular pathways involved.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00406-023-01685-9.

## Introduction

Beyond treating affective disorders, antidepressants represent promising neuroprotective drugs for the treatment of ischemic stroke. Animal stroke studies that have employed the middle cerebral artery occlusion model (MCAo) and several clinical trials in stroke patients have demonstrated the neuroprotective effects of antidepressants, particularly those belonging to the selective serotonin reuptake inhibitors (SSRIs) [41, 51, 66]. The neuroprotective effects of antidepressants in animal models of stroke are evidenced by a reduction in infarct volume, improvement in motor function, promotion in neurogenesis and restoration of plasticity [20, 40, 44, 49]. This effect has been demonstrated in clinical trials with stroke patients by improving recovery of motor functions and neurological deficits independent of depression [9, 53].

The SSRIs fluoxetine (FLU) and citalopram (CIT) have been extensively studied, including the studies mentioned above. In contrast, tianeptine (TIA) is a selective serotonin reuptake enhancer (SSRE) that increases serotonin (5-HT) reuptake in the brain. Thus, TIA contradicts the traditional monoaminergic hypothesis of depression, and its particular neurobiological properties set it apart from SSRIs [52, 72]. Numerous research studies have shown that TIA normalizes stress-induced neuronal changes and glutamatergic neurotransmission and reduces apoptosis, particularly in the hippocampus [12, 38, 48]. Moreover, TIA supports the ability to improve synaptic plasticity and neurogenesis impaired by stress and acts as a potent antidepressant, supporting the neuroplasticity hypothesis of depression [23, 72]. However, the precise neuroprotective mechanisms by which different classes of antidepressants, including TIA, mediate neuroprotection against brain injury are not fully understood.

In this study, we employed the oxygen–glucose deprivation (OGD) model, an established in vitro model of stroke. OGD can be used to reproduce complex processes of neuroinflammation, neurodegeneration, and neuroexcitotoxicity, which also play an important role in ischemic damage. This also makes OGD particularly suitable for studying neuroprotective mechanisms [6, 10, 29, 68]. We examined the effects of 5-HT, CIT, FLU, and TIA on primary neuronal cultures (PNCs) subjected to transient OGD/reoxygenation with the aim of dissecting cell autonomic responses to ischemic injury. Surprisingly, TIA showed a more pronounced neuroprotective effect than the other compounds. This prompted us to conduct a more comprehensive analysis of the molecular mechanisms responsible for this neuroprotective effect by using deep RNA sequencing. The results showed that TIA suppresses the deleterious effects of OGD, particularly by regulating genes related to calcium and p53 signaling pathways. Overall, we postulate a 5-HT-independent neuroprotective mechanism of TIA action that rescues cell viability and reduces lipid peroxidation in cortical neurons under ischemic conditions.

## Materials and methods

### Treatments and OGD

Primary neuronal cultures (PNCs) were obtained from the cortex of fetal mice at embryonic day 15 as described [42]. Neurons at day in vitro (DIV) 8 were used to study concentration-dependent toxicity of CIT, FLU, and TIA treatments. Antidepressants were administered at defined concentrations (0.1, 1, 10, 100 μM). Cells were incubated in a concentration series of each antidepressant for 24 h to determine the optimal concentration for each compound (Supplementary Fig. 1). Accordingly, PNCs at DIV 8 were used for the treatments as follows: vehicle (0.1% DMSO), 5-HT (50 μM), CIT (10 μM), FLU (1 μM), TIA (10 μM), CIT + 5-HT, FLU + 5-HT, and TIA + 5-HT. 24 h after the initiation of drug treatment, i.e., at DIV 9, 24- and 6-well plates with 0.3 × 10^6^ and 1.5 × 10^6^ cells per well, respectively, were exposed to 2–3 h of OGD. OGD was performed as described previously [19]. The plates were incubated in a CO2 incubator for 24-h for cell viability/metabolic assays and with 6-h reoxygenation for mRNA analysis.

### Cell viability and cell toxicity assays

Cell viability was measured by evaluating mitochondrial activity of the cells through MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay. MTT was added into each well at a ratio of 1:10. Cells were incubated for 40 min at room temperature (RT). Subsequently, 10% SDS was added into each well and the samples were incubated overnight. The absorbance of formazan produced by the cells was measured at 550 nm with a microplate reader (2–3 wells per condition in Fig. 1D, 1 well per condition in Fig. 2A–C).

**Fig. 1:**
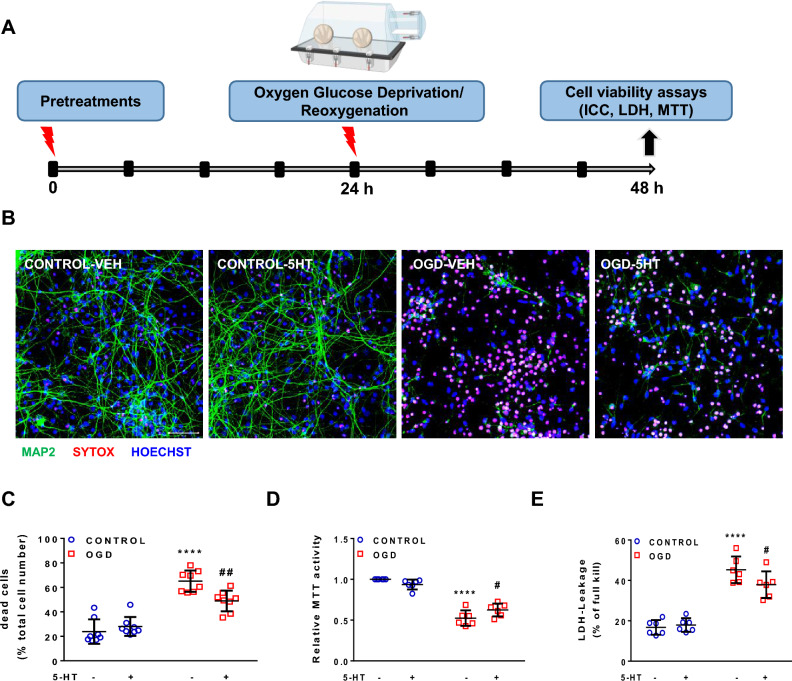
Neuroprotective effect of 5-HT in primary neuronal cultures exposed to 2-h OGD **A** Schematic diagram of the experimental design. 5-HT was applied at a concentration of 50 μM. **B** Representative immunofluorescence images of primary neuronal cultures stained with neuronal marker MAP2 (green), cell death marker SYTOX (red), and nuclear marker Hoechst 33,258 (blue) 24 h after OGD. Scale bar, 50 µm (all panels). **C** Quantitative analysis of immunofluorescence stainings. N = 8 biological replicates per group. Two-way ANOVA with Holm-Sidak’s multiple-comparison test; ****p < 0.0001 OGD-VEH versus CONTROL-VEH, ^##^*p* < 0.01 OGD-5-HT versus OGD-VEH. **D**, **E** Cell death was studied at 24 h after 2-h OGD using MTT and LDH assays. **D** MTT values were normalized to the CONTROL-VEH condition. **E** The LDH values reflect the ratio of the experimental absorbance value to the full-kill value. N = 6 biological replicates per group. Two-way ANOVA with Holm-Sidak’s multiple-comparison test; ****p < 0.0001 OGD-VEH versus CONTROL-VEH; ^#^*p* < 0.05 OGD-5-HT versus OGD-VEH

**Fig. 2:**
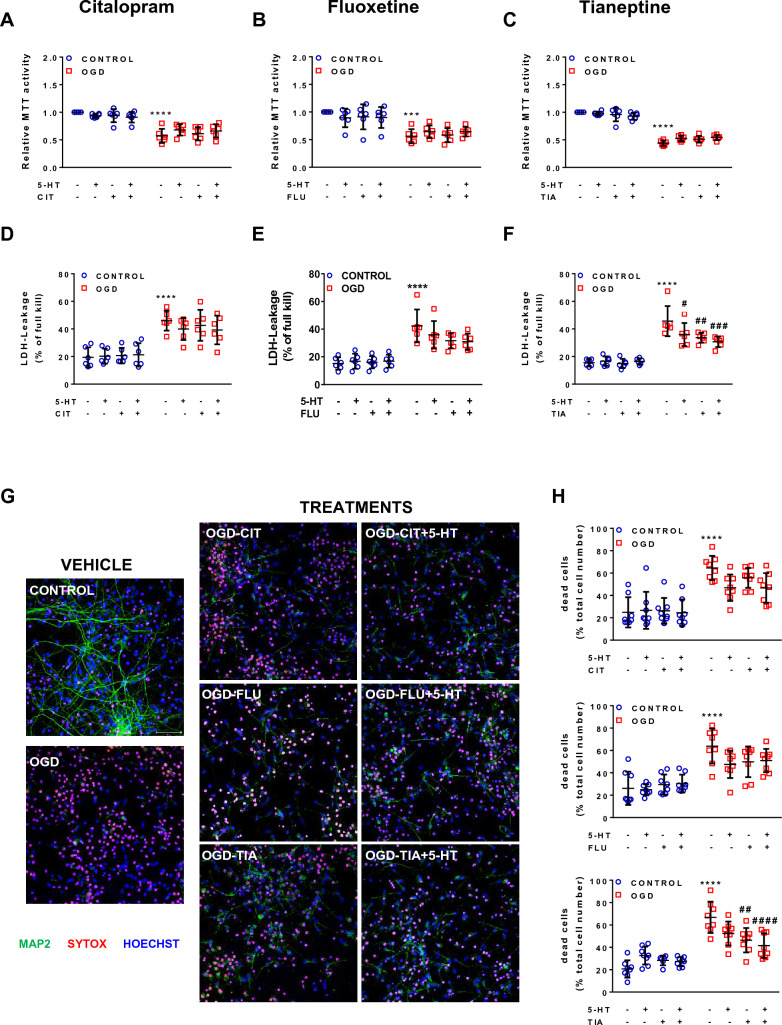
Neuroprotective effect of CIT, FLU and, TIA in primary neuronal cultures exposed to 2-h OGD **A**–**F** Experimental drugs were applied 24 h before OGD. Drugs were applied in the following concentrations: CIT, 10 μM; FLU, 1 μM; TIA, 10 μM. 5-HT was applied at a concentration of 50 μM. **A**–**C** The MTT assay was carried out to examine neuronal viability at 24 h after 2-h OGD. MTT values were normalized to the CONTROL-VEH condition. **D**–**F** Similarly, the LDH assay was performed to study the effects of CIT, FLU, and TIA on the structural integrity of neurons at 24 h after 2-h OGD. LDH values reflect the ratio of the experimental absorbance value to the full-kill value. N = 6 biological replicates per group. Two-way ANOVA with Holm-Sidak’s multiple-comparison test; ****p < 0.0001 OGD-VEH versus CONTROL-VEH, ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001 OGD-treatment versus OGD-VEH. **G** Primary neuronal cultures were stained with neuronal marker MAP2 (green), cell death marker SYTOX (red), and nuclear marker Hoechst 33,258 (blue). Scale bar, 50 µm (all panels). **H** Quantitative analysis of immunofluorescence stainings. N = 6–8 biological replicates per group. Two-way ANOVA with Holm-Sidak’s multiple-comparison test; ****p < 0.0001 OGD-VEH versus CONTROL-VEH, ^##^*p* < 0.01, ^####^*p* < 0.0001 OGD-treatment versus OGD-VEH

In addition, cytotoxicity was evaluated by lactate dehydrogenase (LDH) release into the medium using a previously published protocol [22]. After normalization of the values with LDH standards, the ratio of absorbance to the absorbance after full-kill at 340 nm gives the proportion of dead cells (2–3 wells per condition in Fig. 1E, 1 well per condition in Fig. 2D−F).

### Immunocytochemistry (ICC)

Prior to fixation of PNCs, SYTOX staining was performed to label dead cells. SYTOX stain (excitation/emission: 546/570 nm; ThermoFisher) diluted 1:5000 in live cell imaging solution was added to the cells and incubated for 15 min at RT. Cells were then fixed in 4% paraformaldehyde overnight as described [27]. The following antibodies were used: mouse monoclonal anti-MAP2 (1:200; Sigma) and donkey anti-mouse Alexa 488 (1:400; Invitrogen). Hoechst 33,258 stain (1:1000) was used to label nuclei.

Images were taken using confocal laser scanning microscopy (LSM 700, Zeiss) under 20X magnification. The number of SYTOX + and Hoechst + cells was assessed using ImageJ software (NIH, Bethesda, USA). The mean cell count from 2–4 different images per well per condition was calculated (3 wells per condition in Fig. 1C, 1 well per condition in Fig. 2H). The ratio of SYTOX + cell numbers to the Hoechst + cell numbers in corresponding images was used to quantify the percentage of dead cells.

### RNA isolation and quantitative real-time polymerase chain reactions (qRT-PCR)

Total RNA from each sample was extracted using the NucleoSpin® XS Kit following the manufacturer’s guidelines (MACHEREY–NAGEL). The RNA was reverse transcribed to cDNA using 300 U M-MLV Reverse Transcriptase (Promega Corp.), 20 U RNasin® ribonuclease inhibitor (Promega Corp.), 1.96 mM DTT (Promega Corp.), 0.147 mM of each dNTP (Promega Corp.), 5.88 µM random primers (Roche Diagnostics), and incubated in a thermocycler for 5 min at 21 °C, for 1 h at 37 °C and 5 min at 95 °C. The cDNA underwent PCR amplification using the LightCycler® 480 and lightCycler 480 SYBR Green I Master-Kit (Roche Diagnostics). Gene specific primer sequences are given in Table 1. PCR conditions were used as described previously [77]. Quantification of cDNA is relative to housekeeping gene, *Reep5* [54].

**Table 1:** Specific primer sequences used in qRT-PCR

Gene	Forward primer	Reverse primer
*Trp53*	GAC AGC CAA GTC TGT TAT GTG C	GTC TTC CAG ATA CTC GGG ATA C
*Serpine1*	GCA TAC CAA AGG TAT GAT CAG TG	GGT GAA CTC AGT GTA GTT GAA C
*Mmp3*	GAA CGA TGG ACA GAG GAT GTC AC	GAC TGG GTA CAT CAG AGC TTC AG
*Adamts7*	GCA AGT GGA GAG CTA TGT GCT G	CAA ATC CTT CCT GGT GAG CAG G
*Hif1a*	CAC ACA GAA ATG GCC CAG TGA G	CAG TGA AGC ACC TTC CAC GTT G
*Htr1a*	CAG GTG CTC AAC AAG TGG ACT C	CAA TGA GCC AAG TGA GCG AGA TC
*Htr1b*	GCT CTC CAA CGC CTT TGT AAT C	CAT GAT GGA AGC AGT GCA ACA G
*Htr2c*	CCT AGC CAT TGC TGA TAT GCT G	CGA ATT GAA CCG GCT ATG CTC A
*Htr4*	GCT AAT GTG AGT TCC AAC GAG G	GAT GTC TTG GAC CAG CTC AAT G
*Htr6*	GTG CCA TCT GCT TCA CCT ACT G	CTA CTG TCA GCA GAC TCC ATC C
*Htr7*	CTG TGC GTG ATC AGC ATC GAC A	CAC ATT CTG AGC CCA TCC GAA G
*Reep5*	CTG ATA GGT TTC GGA TAC CCA G	GAC TCG TGC TTG AGG AAG ATA G

### Assessment of lipid peroxidation

A ratiometric fluorescent based lipid peroxidation assay was performed following the manufacturer’s guidelines (ab243377 Lipid Peroxidation Assay Kit, Abcam). Fluorescence intensities were measured using ImageJ software (NIH, Bethesda, USA).

### RNA-seq expression analysis

Total RNA was extracted 6 h after 3-h OGD from 4 biological replicates of each group (PNCs of CONTROL-VEH, CONTROL-TIA, OGD-VEH and OGD-TIA treatment groups). Assessment of RNA quality, cDNA synthesis, library preparation, sequencing, data pre-processing, transcript alignment to a reference genome (Mus_musculus.GRCm38.92.gtf), estimation of gene and isoform expression, principal component analysis (PCA), heatmap of the sample-to-sample distances and differential gene expression analysis were conducted by ATLAS Biolabs GmbH (Berlin, Germany) with the tools listed in Table 2. Libraries were prepared from total RNA using Illumina TruSeq Stranded mRNA Library Prep Kit and sequenced with 50 single-end reads. 18–23 million reads per sample were aligned to the reference genome.

**Table 2:** The tools used in RNA-seq analysis

Analysis	Tools	Short description	Detail description	More
Fastq quality control	fastqc	quality control checks on raw sequence data coming from high throughput sequencing pipelines	FastQC	
Mapping	STAR	STAR (Spliced Transcripts Alignment to a Reference) is an RNA-seq mapper that performs highly accurate spliced sequence alignment at an ultrafast speed	STAR: ultrafast universal RNA-seq aligner	
Estimation of gene and isoform expression	eXpress	a tool for quantification of RNA-Seq data	Streaming fragment assignment for real-time analysis of sequencing experiments	Comparative evaluation of isoform-level gene expression estimation algorithms for RNA-seq and exon-array platforms
Differential gene expression	DESeq2	Estimate variance-mean dependence in count data from high-throughput sequencing assays and test for differential expression based on a model using the negative binomial distribution	Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2	

Differential expression analysis was performed using DESeq2, which is a R/Bioconductor package adopting Benjamin-Hochberg correction [47]. Genes with an adjusted p-value (padj; false discovery rate corrected p-value) ≤ 0.05 and log2 fold change ≥ 1 or ≤ − 1 (the fold-change is the ratio of the mean normalized intensities for the two conditions) were considered to be differentially expressed genes (DEGs). Venn diagrams were generated with a web-based tool called BioVenn (https://www.biovenn.nl/) [31]. The expression levels of the DEGs (from OGD-VEH vs. CONTROL-VEH) were visualized with heatmapper (http://www.heatmapper.ca) according to their log2(TMM FPKM) values in all groups. RNA-seq data were deposited at the Gene Expression Omnibus (GEO) under GEO accession number GSE234798.

### Pathway analysis

Pathway enrichment analysis was performed using g:Profiler (version e94_eg41_p11_6f51822) to identify significant pathways involving differential gene expression according to Kyoto Encyclopedia of Genes and Genomics (KEGG) with Bonferroni method to adjust for multiple testing [59]. Pathways with an adjusted p-value ≤ 0.05 were considered to be significantly enriched.

### Gene ontology (GO) analysis

GO enrichment analysis was performed using g:Profiler (version e94_eg41_p11_6f51822) to identify significant GO terms involving differential gene expression with Bonferroni correction to adjust for multiple testing [59]. GO terms with an adjusted p-value ≤ 0.05 were determined to be significantly enriched. As a last step, REVIGO was used to summarize the list of GO terms by filtering out redundant GO terms [69].

### Statistics

Experiments were carried out in a blinded fashion. Data are presented as individual data points with mean ± SD. Unless otherwise indicated, groups were compared by ANOVA with level of significance set at 0.05 and two-tailed *p*-values. Statistical analysis was performed using GraphPad Prism version 6.00 (GraphPad Software, Inc.).

## Results

### Neuroprotective effect of 5-HT in primary neuronal cultures exposed to 2-h OGD

A schematic diagram of the experimental design is given in Fig. 1A. Briefly, to generate an in vitro model of brain ischemia, PNCs were subjected to OGD for 2 h, followed by 24-h reoxygenation. To ascertain the effects of 5-HT and three different antidepressants—two of which are SSRIs (CIT and FLU); and one has been described as SSRE (TIA) [73]—the pre-treatments were initiated 24 h before OGD. The effects on cell viability were analyzed 24 h after OGD using ICC as well as MTT and LDH assays.

ICC was performed with an antibody directed against the neuronal marker microtubule associated protein-2 (MAP2) [45], cell death marker SYTOX Orange, and nuclear stain Hoechst 33,258. Histological analysis confirmed that 2-h OGD massively increased cell death with most dendrites disappearing in the following 24 h (Fig. 1B). Quantitative analysis further demonstrated that 5-HT (50 μM) pretreatment decreased cell death by around 25% (Fig. 1C). In addition, 5-HT pretreatment significantly increased MTT activity as a marker of cell viability by approximately 18% (Fig. 1D) and decreased LDH leakage by approximately 16% (Fig. 1E) 24 h after OGD, indicating less cell death. To explore how PNCs might be responsive to 5-HT treatment, we studied mRNA expression of 5-HT receptor subtypes *Htr1a*, *Htr1b*, *Htr2c*, *Htr4*, *Htr6,* and *Htr7.* RT-PCR confirmed the presence of all receptors studied (data not shown). A significant decrease in the mRNA level of *Htr1a* was observed while there was no change in the level of *Htr1b* at 6 h of reoxygenation following 3-h OGD (Supplementary Fig. 2).

### Neuroprotective effect of CIT, FLU, and TIA in PNCs exposed to 2-h OGD

First, concentration-dependent toxicity of CIT, FLU, and TIA was evaluated through MTT assay after 24 h of treatment (range from 0.1 to 100 μM; Supplementary Fig. 1). We observed a statistically significant decrease in cell viability at the concentration of 100 μM for all three compounds. In addition, we observed a slight decrease in cell viability at the concentration of 10 μM FLU. Consequently, the final concentrations chosen for the antidepressants in the following experiments were 10 μM CIT, 10 μM TIA, and 1 μM FLU.

PNCs exposed to 2-h OGD and sham PNCs were pretreated with CIT, FLU, and TIA either alone or in combination with 5-HT (Fig. 2A–F). OGD caused a statistically significant decrease in MTT activity (Fig. 2A–C) together with increased LDH leakage (Fig. 2D–F). At the concentrations used, CIT and FLU (either in the absence or presence of 5-HT) did not show a statistically significant effect in MTT and LDH assays. TIA, on the other hand, irrespective of whether used alone or in combination with 5-HT, significantly reduced LDH leakage (by about 26% of OGD-VEH) (Fig. 2F). The combined effect of TIA and 5-HT was also quite remarkable with a further decrease of LDH leakage by about 32% of OGD-VEH (Fig. 2F).

Triple labeling of PNCs subjected to OGD or sham treatment and treated with vehicle, CIT, FLU, and TIA with or without 5-HT confirmed that OGD decreased the number of MAP2-positive cells and increased the number of SYTOX + cells (Fig. 2G). While the percentage of dead cells in the CIT and FLU conditions appeared somewhat reduced relative to the OGD-VEH condition, these changes did not reach statistical significance. By contrast, the neuroprotective effect of TIA was readily apparent (Fig. 2H). TIA, even in the absence of 5-HT, resulted in the strongest decrease in cell death and axon atrophy, suggesting it is the most effective antidepressant among these three in promoting the survival of PNCs exposed to OGD.

### Effect of OGD and TIA treatment on the modulation of gene expression and lipid peroxidation

Having found that TIA exerts more potent neuroprotective effects than either CIT or FLU against OGD, we further characterized the neuroprotection conferred by TIA by studying mRNA transcription and the production of reactive oxygen species (ROS). The schematic of these experiments is given in Fig. 3A. To evaluate the effects of OGD and TIA treatment on mRNA expression in a candidate approach, neuronal cells were pretreated with TIA alone for 24 h before 3-h OGD. After 6-h reoxygenation, mRNA transcription of candidate genes transformation-related protein 53*** (****Trp53)*, plasminogen activator inhibitor-1* (Serpine1)*, matrix metalloproteinase-3 *(Mmp3)***,** a disintegrin and metalloproteinase with thrombospondin motifs 7 *(Adamts7)*, and hypoxia inducible factor 1a *(Hif1a)* was analyzed (Fig. 3B–F). In accordance with the cell viability results reported above, OGD caused a more than twofold increase in the expression of cell death marker *Trp53.* TIA treatment significantly counteracted this effect of OGD (Fig. 3B). Serpine1, which is an established mRNA marker for hypoxia [39], was also strongly upregulated after OGD (by about tenfold). Again, this upregulation was significantly decreased by TIA (Fig. 3C). *Mmp3* and *Adamts7* mRNA expressions were not significantly impacted by either OGD or TIA (Fig. 3D, E). Finally, although *Hif1a* mRNA was increased after OGD, it was not influenced by TIA treatment (Fig. 3F). As a global criterion of oxidative stress, lipid peroxidation in PNCs was quantified 24 h after 2-h OGD. Fluorescent images of live cells showed that OGD caused increased lipid peroxidation. This increase in lipid peroxidation was significantly attenuated by TIA treatment relative to the OGD-VEH group, which is again consistent with cell viability results (Fig. 3G, H).

**Fig. 3:**
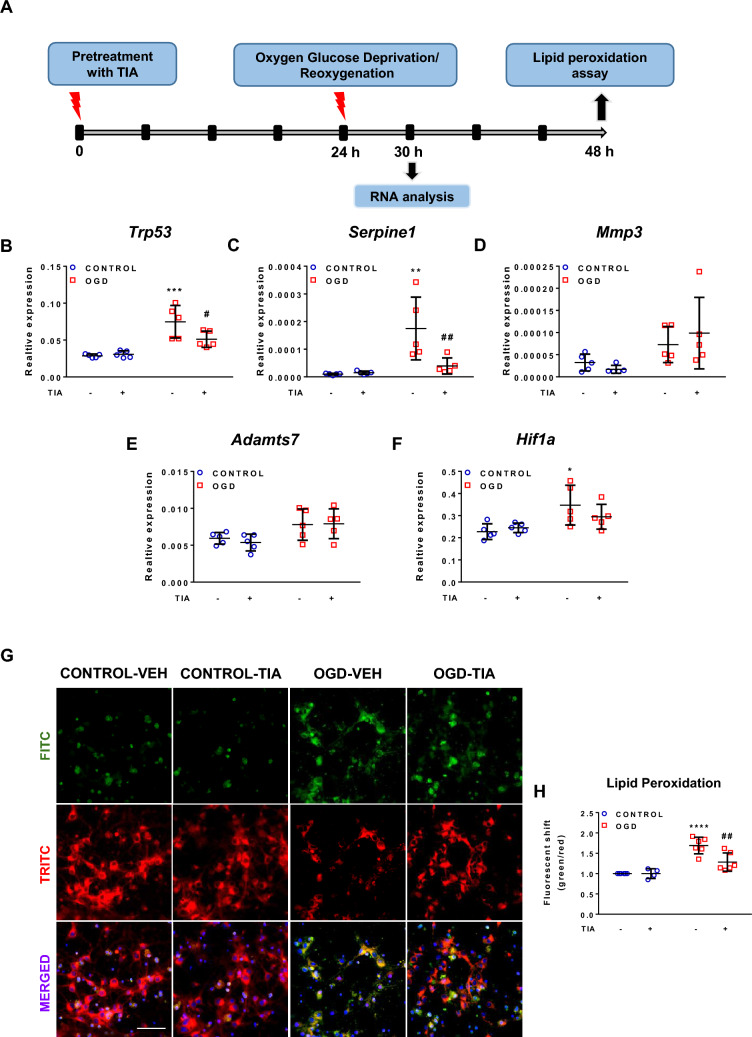
Effects of OGD and TIA on gene expression and lipid peroxidation in primary neuronal cultures **A** Schematic diagram of the experimental design. TIA was applied at a concentration of 10 μM **B**–**F** mRNA transcription of candidate genes transformation-related protein 53 (*Trp53*), plasminogen activator inhibitor-1 (*Serpine1*), matrix metalloproteinase-3 (*Mmp3*)**,** a disintegrin and metalloproteinase with thrombospondin motifs 7 (*Adamts7*), and hypoxia inducible factor 1a (*Hif1a*). Values were normalized to housekeeping gene Reep5. N = 5 biological replicates per group. Two-way ANOVA with Holm-Sidak’s multiple-comparison test; *p < 0.05, **p < 0.01, ***p < 0.001 OGD-VEH versus CONTROL-VEH; ^#^*p* < 0.05, ^##^*p* < 0.01 OGD-TIA versus OGD-VEH. **G** Fluorescence images of primary neuronal cultures stained with ratiometric lipid peroxidation sensor R590/G525 and nuclear marker Hoechst (blue). Scale bar, 50 µm (all panels). **H** Lipid peroxidation was quantified by measuring the ratio of fluorescence intensities at Ex/Em 490 nm/530 nm (FITC) and 545 nm/600 nm (TRITC). Each data point represents the ratio of green fluorescence to red fluorescence normalized to the CONTROL-VEH condition. N = 4–6 biological replicates per group. Two-way ANOVA with Holm-Sidak’s multiple-comparison test. ****p < 0.0001 OGD-VEH versus CONTROL-VEH, ^##^*p* < 0.01 OGD-TIA versus OGD-VEH

### Effects of OGD and TIA treatment on the transcriptomic profiles of PNCs

Next, RNA-Seq was used to study the transcriptomic effects of OGD and TIA treatment. Neuronal cells were pretreated with TIA for 24 h before 3-h OGD. At 6-h of reoxygenation, the transcriptomic profiles of 4 replicates of each group (CONTROL-VEH, CONTROL-TIA, OGD-VEH and OGD-TIA) were analyzed. 

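Primary cortical neurons were prepared from mouse embryos at E15 and received 10 μM TIA or vehicle on DIV 8, 24 h before 3-h OGD or sham on DIV 9. RNA of 16 cultures, 4 per group, was sequenced with 50-base single-end reads. The deposited values are FPKM (fragments per kilobase of isoform, relative to the reads mapped in the library) for each isoform, which the authors' service provider estimated with eXpress and scaled between the 16 libraries by TMM (trimmed mean of M values). The table lists 135202 isoforms by Ensembl identifier, and a further 74 lines without an identifier were not used here. Grouping the isoforms by the deposited gene symbol and chromosome gave 53687 genes. By identifier, 99.89% of the isoforms were found in the GENCODE M21 annotation of GRCm38, which gave gene types and positions. Read counts were not analysed here, so the depth of each culture was estimated from the FPKM that 1 read gives, read from the most common small values of 17548 genes with a single isoform. This gave 20.2 to 25.3 M reads per culture, with medians of 23.0 M in CONTROL-VEH, 23.8 M in CONTROL-TIA, 22.5 M in OGD-VEH and 24.7 M in OGD-TIA. At this depth, 1 read on a transcript of 1 kilobase corresponds to 0.0395 to 0.0495 FPKM. The 10 genes with the highest values held 7.2 to 8.47% of the summed FPKM of a culture. For each gene, the FPKM of its isoforms were summed, 0.1 was added and the log2 was taken. Each comparison used its 8 cultures and the genes with a mean of at least 0.5 FPKM over them, and was tested by limma with a trend of variance on expression. Genes were called as DEGs with the paper's thresholds, a Benjamini-Hochberg padj of at most 0.05 and a log2 fold change of at least 1 or at most -1. The paper's test (DESeq2) needs read counts and was not run on these values.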

Gene expression levels were determined for each condition. 

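Euclidean distances between cultures were computed on log2(FPKM + 0.1) over 16313 genes with a mean of at least 0.5 FPKM across the 16 cultures. The mean distance between an OGD-VEH and a CONTROL-VEH culture was 127 (16 pairs), against 105 between cultures of the same group (12 pairs), a ratio of 1.21. For OGD-TIA and CONTROL-TIA, the mean distance between groups was 102 and that within groups 94.7, a ratio of 1.08. CONTROL-TIA and CONTROL-VEH cultures were no farther from each other than from cultures of their own group, with a ratio of 0.991. OGD-TIA and OGD-VEH cultures had a ratio of 1.03. The choice of distance moved these ratios most, and with 1 minus the Pearson correlation they were 1.48, 1.18, 0.983 and 1.07 in the same order. No test was run on the distances.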

Sample to sample distances for the four comparisons are given as a heatmap in supplementary Fig. 3A.

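Of 16347 genes tested between OGD-VEH and CONTROL-VEH, 668 were called as DEGs, of which 393 were upregulated and 275 downregulated. Under the alternatives that kept all cultures, the number of DEGs ranged from 36, without a filter on low values, and 74, with each isoform tested by itself, to 1929, with array quality weights, which give less weight to cultures that fit a model less well. The most upregulated DEGs for which the 4 OGD-VEH cultures all lay beyond the 4 CONTROL-VEH cultures were *Fosl1*, *Gm8274*, *Emp1*, *Cxcl10* and *Gm5566*. *Fosl1*, on chromosome 19 from 5447547 to 5455946, encodes a subunit of the transcription factor AP-1 and had 0.112 FPKM in CONTROL-VEH and 6.32 FPKM in OGD-VEH (log2 fold change 4.98, standard error 0.60, padj = 0.0266 from limma). *Emp1*, on chromosome 6 from 135362545 to 135383173, had a log2 fold change of 4.65 (standard error 0.46, padj = 0.0161 from limma). *Cxcl10*, on chromosome 5 from 92346638 to 92348889, encodes a chemokine and had a log2 fold change of 4.47 (standard error 0.78, padj = 0.0336 from limma). *Gm8274* and *Gm5566* are annotated as processed pseudogenes, and *Gm5566* was listed at 0 FPKM in all 4 CONTROL-VEH cultures. The most downregulated DEGs chosen in the same way were *Gm15725*, *Gm6331*, *Gm45044*, *Ppp1r2-ps2* and *Gm19680*, with log2 fold changes from -4.73 to -3.32. All of these are annotated as pseudogenes apart from *Gm45044*, a lincRNA. Some of them also varied widely without OGD, so their fold changes may not reflect OGD. In CONTROL-TIA, *Gm15725* ranged from 0.023 to 7.5 FPKM, *Gm6331* from 0.0 to 3.46 FPKM and *Ppp1r2-ps2* from 0.0 to 1.43 FPKM. *Gm45044* ranged from 0.936 to 3.99 FPKM there and *Gm19680* from 0.82 to 2.47 FPKM. Between OGD-TIA and CONTROL-TIA, 16245 genes were tested and 0 passed both thresholds, while 3175 genes had an unadjusted p under 0.05 from limma, against 812 expected by chance.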

We identified 1675 genes that were differentially expressed (with padj ≤ 0.05 and log2 fold change ≥ 1 or ≤ − 1) between OGD-VEH and CONTROL-VEH (872 upregulated and 803 downregulated), and 445 genes that were differentially expressed between OGD-TIA and CONTROL-TIA (189 upregulated and 256 downregulated) (Fig. 4A). The number of genes which were differentially regulated by OGD irrespective of TIA treatment was 318 (intersection area of the two circles in the Venn diagram; Fig. 4B). 

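With 0 genes called between OGD-TIA and CONTROL-TIA, 0 genes were shared by both comparisons. Array quality weights called 80 genes with TIA, 53 of them also called without TIA. Adding each isoform's FPKM in proportion to its length, a choice made after the values were seen, gave 62 DEGs with TIA, 38 of them shared.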

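The difference between the OGD effects with and without TIA was itself tested as an interaction over all 16 cultures. Of 16313 genes, 0 passed the thresholds for this interaction, and 988 had an unadjusted p under 0.05 from limma, where chance gives 816. The genes with the smallest unadjusted p were *Gm9512*, *Nans*, *Exosc2*, *Gm16044* and *Gm15494*, each with a padj of 0.722 from limma. *Nans*, on chromosome 4 from 46489248 to 46503632, had a difference of 0.96 on the log2 scale (standard error 0.19). *Exosc2*, on chromosome 2 from 31670715 to 31681349, had a difference of -0.89 (standard error 0.18). Array quality weights called 101 interaction genes. Between OGD-TIA and OGD-VEH themselves, 0 of 16351 genes were called and 1293 had an unadjusted p under 0.05 from limma, with 818 expected by chance. For this comparison, array quality weights called 408 genes.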

TIA decreased the number of DEGs between the OGD and the CONTROL condition (Fig. 4B). The expression changes of all genes were visualized by volcano plots (Fig. 4C, D).

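Between OGD-VEH and CONTROL-VEH, 1380 genes had a padj of at most 0.05, whatever their fold change, and 5730 had an unadjusted p under 0.05 from limma, where chance gives 817. Across all genes tested, the median log2 fold change was 0.10 in this comparison and 0.04 between OGD-TIA and CONTROL-TIA. Scaling the cultures by the median ratio to their geometric mean in place of TMM brought the median log2 fold change without TIA to 0.02 and the DEGs to 328 upregulated and 312 downregulated genes.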

**Fig. 4:**
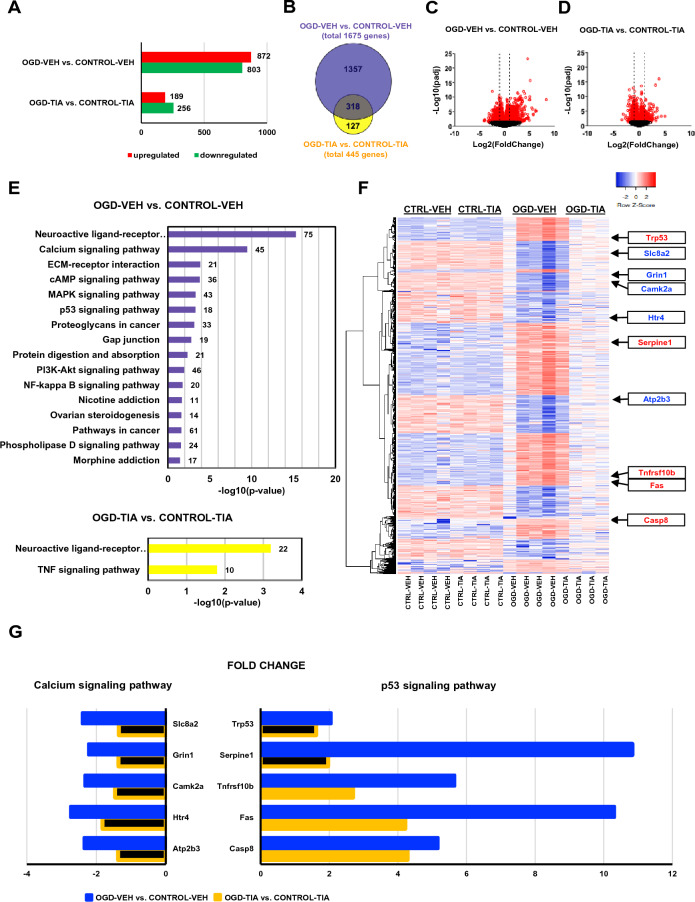
Transcriptomic analysis **A**–**G** Primary neuronal cultures were pretreated with 10 μM TIA or vehicle 24 h before 3-h OGD or sham. Total RNA was isolated at 6 h of reoxygenation for transcriptomic analysis (n = 4 biological replicates per group). **A** The bar graph illustrates the number of upregulated and downregulated genes for OGD-VEH versus CONTROL-VEH and OGD-TIA versus CONTROL-TIA (padj ≤ 0.05 and fold change ≥ 2). **B** Venn diagram showing the number of differentially expressed genes (DEGs) for the comparison of OGD versus CONTROL in the absence (purple circle) and presence (yellow circle) of TIA. **C**, **D** Volcano plots of all genes. Log2 of the fold changes between OGD-VEH and CONTROL-VEH **(C)** and between OGD-TIA and CONTROL-TIA **D** are plotted in the x axis while the negative log10 of the padj values are plotted in the y-axis. Red dots in **(C)** and **(D)** represent the genes which have padj values ≤ 0.05 for the comparison between OGD and CONTROL. The red circles outside of the dashed lines represent DEGs. Dashed lines are set to log2 (foldchange) =  ± 1. **E** Pathway enrichment analysis. The number of DEGs is given for each pathway. Significantly enriched pathways in OGD-VEH versus CONTROL-VEH (top) and in OGD-TIA versus CONTROL-TIA (bottom). **F** Clustered heatmap of the all DEGs (according to OGD-VEH versus CONTROL-VEH) were generated based on their degree of expression similarity in all groups (Euclidean distance, complete linkage). **G** Expression changes of *Slc8a2*, *Grin1*, *Camk2a*, *Htr4, Atp2b3* from calcium signaling pathway and *Trp53*, *Serpine1*, *Tnfrsf10b*, *Fas, Casp8* from p53 signaling pathway in the comparisons of OGD-VEH versus CONTROL-VEH (blue) and OGD-TIA versus CONTROL-TIA (yellow). The expression changes of black-filled genes are not statistically significant according to the criteria padj ≤ 0.05 and fold change ≥ 2 for the corresponding comparison

Next, we performed a pathway enrichment analysis to identify significant pathways involving DEGs for the comparison of OGD-VEH and CONTROL-VEH and for the comparison of OGD-TIA and CONTROL-TIA (Fig. 4E). 16 KEGG enrichment pathways [34, 35] were obtained for the first comparison. 

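The KEGG pathway lists were not used here, and the pathways were followed with gene lists written from general knowledge before the values were seen. A culture's score for a list was the mean of log2(FPKM + 0.1) over its genes, each centered on its mean across the 16 cultures. For the neuroactive receptors, 117 of 214 listed genes passed the filter on low values. Their score differed by -0.42 on the log2 scale between OGD-VEH, at -0.279 ± 0.189 (SD, n = 4), and CONTROL-VEH, at 0.144 ± 0.042 (SD, n = 4; two-sided exact permutation p = 0.0286, the smallest that 4 cultures against 4 allow). With TIA, the score differed by -0.23 between OGD-TIA, at -0.047 ± 0.108, and CONTROL-TIA, at 0.183 ± 0.067 (exact permutation p = 0.0286). OGD-TIA scored 0.23 above OGD-VEH, a difference within the range of single cultures (exact permutation p = 0.0571). Without TIA, 17 of the 115 listed genes tested were DEGs (14.8%), against 4.1% of all genes tested (one-sided Fisher's exact test, p = 4.18e-06, a test chosen after the values were seen). Of these DEGs, 12 were downregulated and 5 upregulated. Fisher's exact test takes genes as independent, and genes measured in the same cultures are not, so its p can be too small. With TIA, 0 of the 121 listed genes tested were called, and 7 rose and 35 fell with an unadjusted p under 0.05 from limma.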

The neuroactive ligand-receptor interaction pathway, which is associated with cell survival, was regulated by OGD both in the presence and in the absence of TIA. Crucial pathways involved in the inflammatory response and apoptosis (such as MAPK signaling pathway, p53 signaling pathway, PI3K-Akt signaling pathway), and cellular communication (such as calcium signaling, the extracellular matrix-receptor interaction, cAMP signaling pathway, gap junction pathway) were all regulated in OGD-VEH vs. CONTROL-VEH (Fig. 4E, top). However, interestingly, these pathways disappeared with TIA pretreatment (Fig. 4E, bottom). Conversely, OGD activated the TNF signaling pathway only in the presence of TIA. In addition, we performed GO enrichment analysis [58]. 

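Of the pathways named here, p53 and calcium signaling were followed with lists of genes, while MAPK, PI3K-Akt, extracellular matrix-receptor interaction, cAMP and gap junction were not analysed here. The p53 score over 66 genes differed by 0.64 on the log2 scale between OGD-VEH, at 0.379 ± 0.314 (SD, n = 4), and CONTROL-VEH, at -0.256 ± 0.028 (exact permutation p = 0.0286). Between OGD-TIA, at 0.11 ± 0.222, and CONTROL-TIA, at -0.232 ± 0.076, it differed by 0.34 (exact permutation p = 0.0286), which is 53.9% of the difference without TIA. OGD-TIA and OGD-VEH differed by -0.27 in this score, less than the SD of the OGD-VEH cultures (exact permutation p = 0.286, with the cultures taken as unmatched). The calcium score over 158 genes differed by -0.32 between OGD-VEH, at -0.193 ± 0.112, and CONTROL-VEH, at 0.123 ± 0.042 (exact permutation p = 0.0286). Between OGD-TIA, at -0.043 ± 0.056, and CONTROL-TIA, at 0.114 ± 0.022, it differed by -0.16 (exact permutation p = 0.0286), and 49.6% of the difference was left. OGD-TIA scored 0.15 above OGD-VEH (exact permutation p = 0.0571). Among the 20 comparisons of 5 gene lists, the smallest p adjusted by Benjamini-Hochberg was 0.0572, from exact permutation tests. Under the 6 alternatives run for these scores with all cultures, the p53 and calcium scores kept an exact permutation p of 0.0286 in both OGD comparisons, the smallest that 4 cultures against 4 allow.

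**Figure D1:**
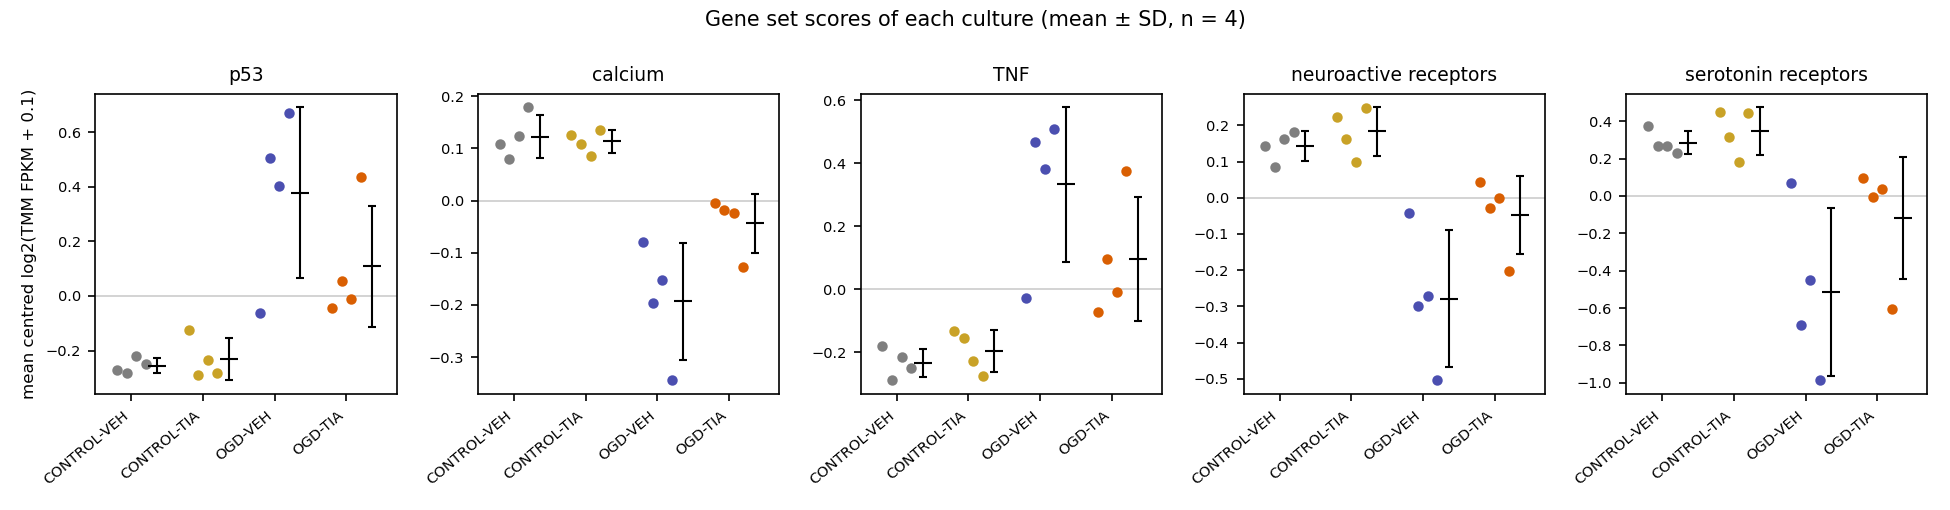
Score of each culture for 5 gene lists, as the mean over the list's genes of log2(TMM FPKM + 0.1), each gene centered on its mean over the 16 cultures. Points are cultures, the line and bar beside them the mean and SD of 4, and the 4 OGD-VEH cultures lie beyond the 4 CONTROL-VEH cultures in all 5 panels.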

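For TNF signaling, 71 of 99 listed genes passed the filter on low values. The score differed by 0.57 on the log2 scale between OGD-VEH, at 0.333 ± 0.245 (SD, n = 4), and CONTROL-VEH, at -0.233 ± 0.046 (exact permutation p = 0.0286). Between OGD-TIA, at 0.097 ± 0.197, and CONTROL-TIA, at -0.197 ± 0.066, the score differed by 0.29 (exact permutation p = 0.0286). OGD-TIA and OGD-VEH differed by -0.24 (exact permutation p = 0.2). Without TIA, 12 of the 73 listed genes tested were DEGs, all upregulated, a share of 16.4% (one-sided Fisher's exact test, p = 3.67e-05). This test takes genes as independent and was chosen after the values were seen. With TIA, 0 of 69 were called, and 13 rose and 6 fell with an unadjusted p under 0.05 from limma.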

The top significant GO terms are given in Supplementary Fig. 3B–C.

To further investigate the treatment-dependent gene expression patterns, we applied hierarchical clustering of the DEGs (of the OGD-VEH vs. CONTROL-VEH) across all experimental groups (Fig. 4F). An overall pattern of differences in gene expression is readily apparent with OGD-VEH contrasting with both CONTROL-VEH and OGD-TIA. 

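To place each culture on one scale, an OGD score was built after the values had been seen from 775 genes called between all 8 OGD and all 8 CONTROL cultures, without regard to TIA. It is the mean log2 change from the CONTROL cultures over 454 upregulated genes and, with the sign turned, over 321 downregulated genes. OGD-VEH cultures scored 1.74 ± 0.64 (SD, n = 4) and OGD-TIA cultures 1.10 ± 0.48 (SD, n = 4). The difference of -0.64 was about as large as the SD of the OGD-VEH cultures (two-sided exact permutation p = 0.171, with the cultures taken as unmatched). In order of culture number, each OGD-TIA culture scored lower than its OGD-VEH counterpart. The labels do not say whether this order marks a shared preparation, so a matched test was not run and could read differently. OGD-VEH 9 scored 0.87, within the range of OGD-TIA 13, 14 and 15, which scored 0.79, 0.96 and 0.83. OGD-TIA 16 scored 1.82, between OGD-VEH 11 at 1.77 and OGD-VEH 10 at 1.91, and OGD-VEH 12 was highest at 2.39.

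**Figure D2:**
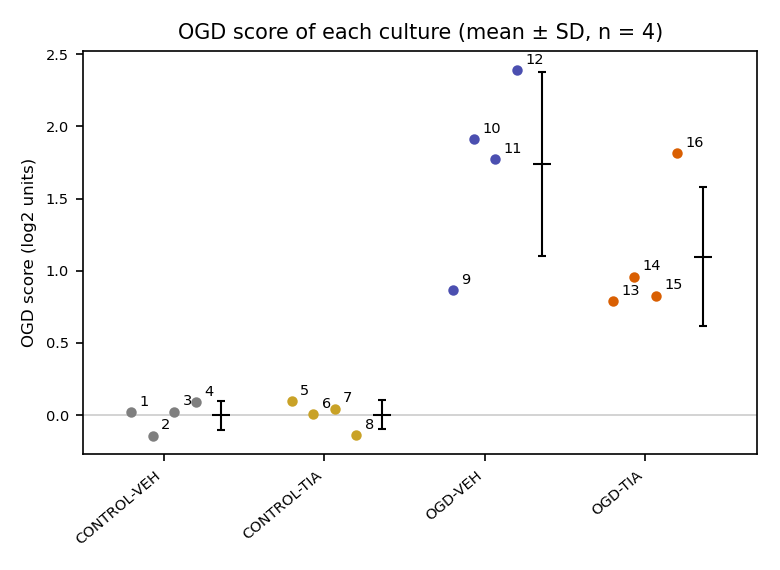
OGD score of each culture in log2 units, with the culture's number beside its point and the mean and SD of 4 cultures at the right of each group. OGD-VEH 9 lies among 3 of the OGD-TIA cultures, and OGD-TIA 16 lies among the other OGD-VEH cultures.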

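Of the 668 genes called between OGD-VEH and CONTROL-VEH, 649 also passed the filter on low values in the comparison of OGD-TIA and CONTROL-TIA. In 641 of these (98.8%), the log2 fold change was smaller in size with TIA, and in 625 it had the same sign. The median ratio of the log2 fold change with TIA to that without TIA was 0.481. Genes are not independent replicates, and genes chosen for a large change in one comparison tend to change less in another. With isoforms weighted by length, 61 genes called with TIA could be compared the other way round, and 24 of them (39.3%) had a smaller log2 fold change without TIA.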

Generally speaking, DEGs either show upregulation caused by OGD and inhibition of this upregulation by TIA (i.e., genes in red), or downregulation caused by OGD and a reduction of this downregulation as an effect of TIA (i.e., genes in blue). 

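*Fas*, *Trp53*, *Tnfrsf10b* and *Casp8* were compared between OGD-VEH and CONTROL-VEH. *Fas*, on chromosome 19 of GRCm38 from 34290666 to 34327772, had 0.541 ± 0.269 FPKM (SD, n = 4) in CONTROL-VEH and 5.08 ± 2.96 FPKM in OGD-VEH (log2 fold change 2.90, standard error 0.48, padj = 0.0335 from limma). *Trp53*, on chromosome 11 from 69580359 to 69591873, rose from 40.0 ± 22.7 to 142 ± 26.3 FPKM (log2 fold change 2.00, standard error 0.40, padj = 0.0347 from limma). One of the 6 *Trp53* isoforms was as low as 0.025 FPKM in one culture, and with isoforms weighted by length the log2 fold change was 1.44. *Tnfrsf10b*, on chromosome 14 from 69767472 to 69784411, rose from 0.814 ± 0.233 to 4.74 ± 2.09 FPKM (log2 fold change 2.32, standard error 0.39, padj = 0.0336 from limma). *Casp8*, on chromosome 1 from 58795374 to 58847503, rose from 0.171 ± 0.136 to 0.855 ± 0.324 FPKM, with a log2 fold change of 1.92 and a padj of 0.058 from limma. For each of these 4 genes, all 4 OGD-VEH cultures were above all 4 CONTROL-VEH cultures (exact permutation p = 0.0286). In OGD-TIA, the means were 2.33 ± 1.9 FPKM for *Fas*, 97.4 ± 15.6 FPKM for *Trp53*, 2.48 ± 1.14 FPKM for *Tnfrsf10b* and 0.492 ± 0.312 FPKM for *Casp8*.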

Genes associated with the generation of reactive oxygen species, the inflammatory response and cell death such as TNF receptor superfamily member 6 *(Fas)*, Trp53*,* Serpine1*,* tumor necrosis factor receptor superfamily member 10b *(Tnfrsf10b*), caspase 8 *(Casp8*) [8, 37, 74] showed upregulation in the OGD-VEH condition and inhibition of this upregulation in the OGD-TIA condition. Interestingly, these genes are all members of the p53 signaling pathway. 

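Among the genes of calcium signaling, *Camk2a*, *Slc8a2*, *Grin1*, *Atp2b3* and *Htr4* were compared between OGD-VEH and CONTROL-VEH. *Camk2a*, on chromosome 18 of GRCm38 from 60925618 to 60988152, had 112 ± 10.8 FPKM (SD, n = 4) in CONTROL-VEH and 37.1 ± 26.0 FPKM in OGD-VEH (log2 fold change -1.88, standard error 0.46, padj = 0.0461 from limma). *Slc8a2*, on chromosome 7 from 16129826 to 16161063, had 35.0 ± 3.89 and 16.3 ± 7.34 FPKM (log2 fold change -1.20, standard error 0.29, padj = 0.0448 from limma). *Grin1*, on chromosome 2 from 25291181 to 25319187, had 200.0 ± 6.0 and 79.2 ± 40.3 FPKM (log2 fold change -1.51, standard error 0.37, padj = 0.0467 from limma). *Atp2b3*, on chromosome X from 73503086 to 73571005, had 9.25 ± 1.51 and 3.49 ± 1.95 FPKM (log2 fold change -1.51, standard error 0.33, padj = 0.0408 from limma). *Htr4*, on chromosome 18 from 62324204 to 62496577, had 0.28 ± 0.00545 and 0.114 ± 0.0437 FPKM, under the filter on low values, and in the test without a filter its log2 fold change was -0.86 and its padj 0.104 from limma. Every OGD-VEH culture was below every CONTROL-VEH culture for each of these 5 genes (exact permutation p = 0.0286). OGD-TIA cultures had 70.8 ± 36.8 FPKM of *Camk2a*, 25.1 ± 6.64 FPKM of *Slc8a2*, 159 ± 52.9 FPKM of *Grin1*, 6.17 ± 1.47 FPKM of *Atp2b3* and 0.173 ± 0.0812 FPKM of *Htr4*. Single isoforms of *Camk2a* and *Grin1* ranged from 0.0 to 78.5 FPKM and from 0.114 to 95.9 FPKM between cultures, and with isoforms weighted by length their log2 fold changes were -1.28 and -1.23.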

Genes associated with neurotransmission, synaptic plasticity and neuronal survival such as calcium/calmodulin-dependent protein kinase II alpha *(Camk2a*), solute carrier family 8 *(Slc8a2*), which encodes for the Na^+^*/*Ca^2+^ exchanger (NCX), glutamate receptor ionotropic NMDA1 (*Grin1)*, 5-hydroxytrptamine (serotonin) receptor 4 *(Htr4*) and *Atp2b3* (*ATPase*), which encodes for plasma membrane Ca^2+^ ATPase (PMCA) [4, 26, 28, 33, 46] showed the opposite pattern. These latter genes are all related to calcium signaling, the top pathway whose regulation was lost when TIA was applied. 

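Between OGD-TIA and CONTROL-TIA, these 5 genes kept a log2 fold change below 0 in the summed values, and none was called. The log2 fold change was -0.89 for *Camk2a* (padj = 0.352 from limma), -0.39 for *Slc8a2* (padj = 0.329), -0.46 for *Grin1* (padj = 0.322), -0.43 for *Atp2b3* (padj = 0.245) and, without a filter, -0.61 for *Htr4* (padj = 0.436). With OGD-TIA 16 left out, the log2 fold change was -0.321 for *Camk2a*, -0.162 for *Slc8a2*, -0.211 for *Grin1* and -0.245 for *Atp2b3*. All 4 OGD-TIA cultures were below all 4 CONTROL-TIA cultures for *Slc8a2* and *Atp2b3* (exact permutation p = 0.0286), but not for *Camk2a* and *Htr4* (p = 0.0571 each by the same exact permutation test) or *Grin1* (p = 0.114).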

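The boxes of Supplementary Fig. 4 were filled with gene family members listed from general knowledge, and each box was set against the genes called between OGD-VEH and CONTROL-VEH. Of the 12 p53 boxes that the figure colors as upregulated without TIA alone, 8 held at least 1 upregulated DEG, and in 11 the member with the smallest p was upregulated. Of the 4 p53 boxes colored as upregulated in both comparisons, 3 held an upregulated DEG (*Gtse1*, *Fas* and *Tnfrsf10b*), and in all 4 the member with the smallest p was upregulated. The member of the p53 box colored as downregulated in both comparisons was under the filter on low values. Of the 11 calcium boxes colored as downregulated without TIA alone, 6 held a downregulated DEG and 2 held an upregulated DEG, and in 10 the member with the smallest p was downregulated. Of the 6 calcium boxes colored as downregulated in both comparisons, 2 held a downregulated DEG, and in all 5 with a tested member the one with the smallest p was downregulated. None of the 4 calcium boxes colored as upregulated without TIA held a DEG, and in all 3 with a tested member the one with the smallest p was upregulated. Between OGD-TIA and CONTROL-TIA, 0 boxes held a called gene.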

Supplementary Fig. 4 summarizes our transcriptomic results regarding p53- and calcium signaling.

The expression changes of *Trp53*, *Slc8a2*, *Grin1*, *Camk2a*, *Htr4*, *Serpine1*, *Atp2b3*, *Tnfrsf10b, Fas and Casp8* for the comparisons of OGD-VEH vs. CONTROL-VEH and OGD-TIA vs. CONTROL-TIA are given in Fig. 4G. 

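Between OGD-VEH and CONTROL-VEH, *Trp53*, *Tnfrsf10b*, *Fas*, *Slc8a2*, *Grin1*, *Camk2a* and *Atp2b3* were called. The OGD effects with and without TIA differed by 1.08 on the log2 scale for *Atp2b3* (standard error 0.40, padj = 0.0822 from limma when adjusted over the 10 genes of Fig. 4G). For *Trp53* this log2 difference was -1.05, with the same adjusted value. It was -0.56 for *Casp8* (padj = 0.462 over the 10 genes) and 0.25 for *Htr4* (padj = 0.488). When OGD-TIA was compared with OGD-VEH directly, *Trp53*, *Slc8a2*, *Grin1* and *Atp2b3* had an exact permutation p of 0.0571, or 0.114 adjusted over the 10 genes, *Fas* had p = 0.143, *Tnfrsf10b* p = 0.171, *Casp8* p = 0.2, *Camk2a* p = 0.257 and *Htr4* p = 0.286.

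**Figure D3:**
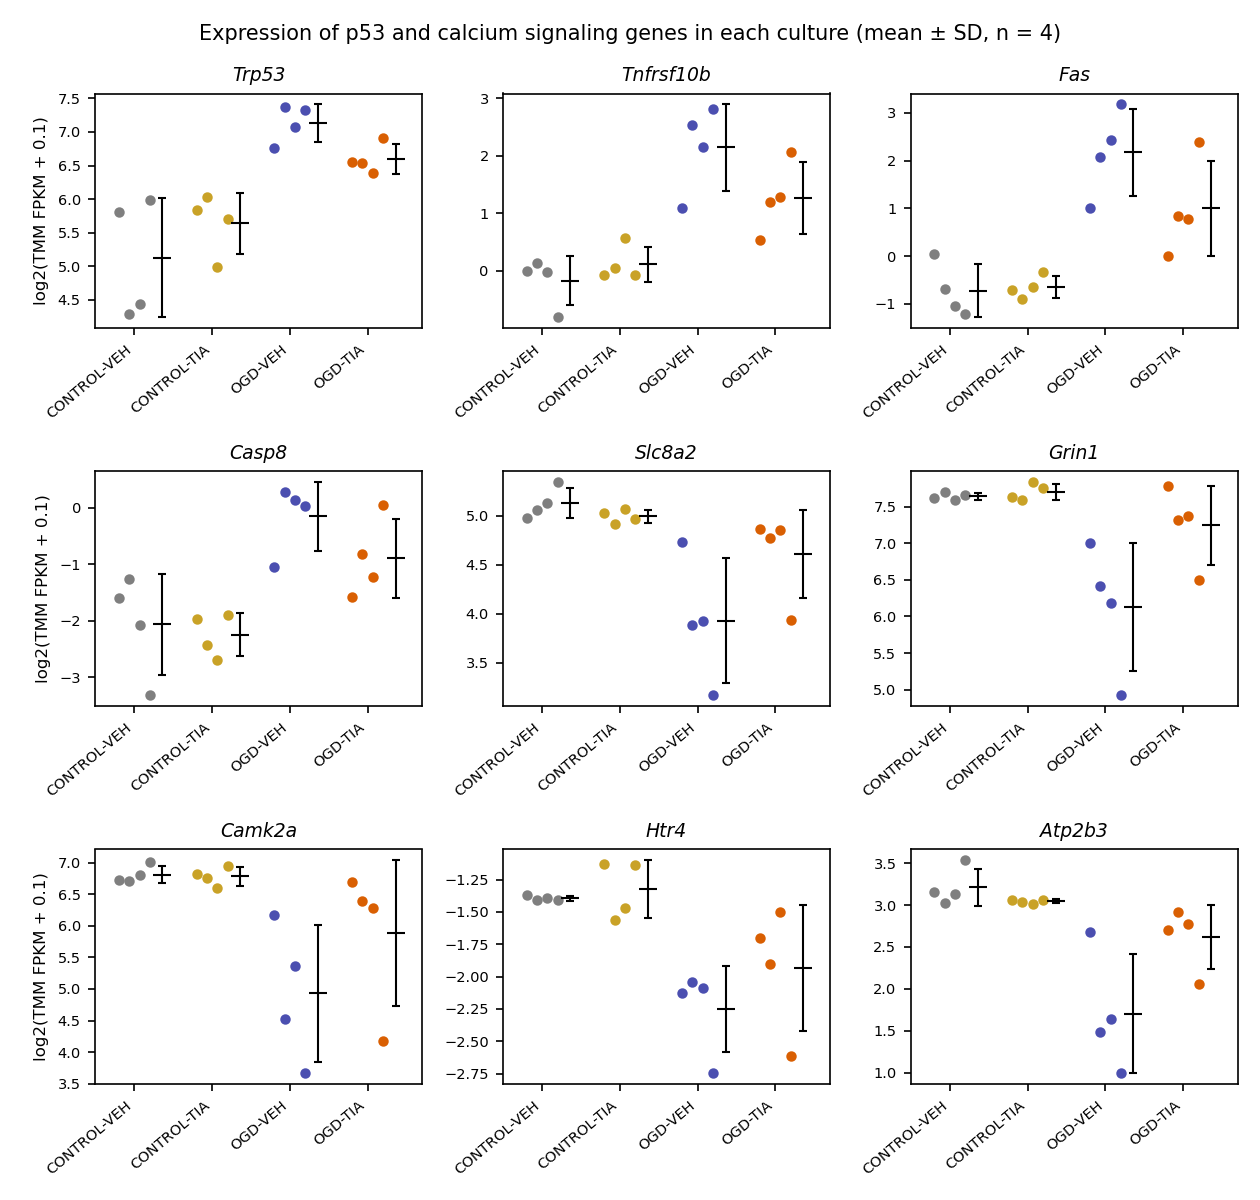
Expression of 9 genes in each culture as log2(TMM FPKM + 0.1), with the mean and SD of 4 cultures at the right of each group. The OGD-VEH cultures do not overlap the CONTROL-VEH cultures in any panel, while the OGD-TIA cultures overlap the OGD-VEH cultures in every panel.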

In the absence, but not in the presence, of TIA, the DEGs related to calcium signaling were all downregulated in OGD vs. CONTROL. 

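Of 159 calcium signaling genes tested without TIA, 14 were DEGs, of which 12 were downregulated and 2 upregulated. Among the upregulated genes was *F2r*, with a log2 fold change of 1.20. The share called was 8.8%, against 4.1% of all genes tested (one-sided Fisher's exact test, p = 0.00569). Genes are taken as independent in this test, which was chosen after the values were seen. With TIA, 0 of 158 were called, and 38 fell and 8 rose with an unadjusted p under 0.05 from limma.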

DEGs in the p53 signaling pathway were similarly all upregulated in OGD-VEH vs. CONTROL-VEH. 

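Of 67 p53 signaling genes tested without TIA, 12 were DEGs and all 12 were upregulated, a share of 17.9% (one-sided Fisher's exact test, p = 1.5e-05). That test, chosen after the values were seen, takes genes as independent, so its p can be too small. Apart from genes of Fig. 4G, the largest log2 fold changes among these DEGs were 2.07 for *Pidd1*, 1.94 for *Gtse1*, 1.93 for *Gadd45b*, 1.64 for *Cdk6* and 1.50 for *Ccng1*. With TIA, 0 of 66 were called, and 25 rose and 1 fell with an unadjusted p under 0.05 from limma.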

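Between OGD-TIA and CONTROL-TIA, *Fas* had a log2 fold change of 1.65 (standard error 0.46, padj = 0.148 from limma) from 0.544 ± 0.109 FPKM (SD, n = 4) in CONTROL-TIA. *Tnfrsf10b* had a log2 fold change of 1.15 (standard error 0.32, padj = 0.147 from limma) from 1.0 ± 0.255 FPKM. *Casp8* was under the filter on low values, and in the test without a filter its log2 fold change was 1.36 (standard error 0.39, padj = 0.251 from limma) from 0.116 ± 0.0551 FPKM. All 4 OGD-TIA cultures were above all 4 CONTROL-TIA cultures for *Fas* and *Casp8* (exact permutation p = 0.0286) but not for *Tnfrsf10b* (p = 0.0571). The log2 difference between the OGD effects with and without TIA was -1.25 for *Fas* (padj = 0.132 from limma over the 10 genes of Fig. 4G) and -1.17 for *Tnfrsf10b* (padj = 0.0822).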

Although *Tnfrsf10b, Fas* and *Casp8* were still significantly upregulated in response to OGD even when TIA was applied, the magnitude of upregulation was much lower. Of noteworthy importance, *Trp53 and Serpine1* were no longer significantly altered by OGD upon TIA pretreatment.

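For *Trp53*, CONTROL-TIA cultures had 51.5 ± 14.3 FPKM (SD, n = 4), and the log2 fold change between OGD-TIA and CONTROL-TIA was 0.95 (standard error 0.22, padj = 0.12 from limma). All 4 OGD-TIA cultures were above all 4 CONTROL-TIA cultures (exact permutation p = 0.0286). With each of the 8 cultures left out in turn, the log2 fold change lay between 0.74 and 1.08. With isoforms weighted by length, a setting chosen after the values were seen, it was 0.82 with a padj of 0.0428 from limma, and under each other setting with all cultures the padj was above 0.05.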

Taken together, we demonstrate that OGD activates many pathways related to cell survival, inflammation, lipid peroxidation, synaptic dysregulation and apoptosis, and that, broadly speaking, TIA pretreatment, by preconditioning of the primary neurons, inhibits these effects of OGD.

## Discussion

This study yielded the following major findings: (1) 24-h 5-HT (50 μM) pre-treatment of primary mouse cortical neurons significantly decreased cell death following 2-h OGD. This report, therefore, demonstrates the neuroprotective action of 5-HT in OGD, i.e., a cell-culture model of ischemic injury. (2) Interestingly, the antidepressant tianeptine (TIA; 10 μM) also showed statistically significant neuroprotective effects against OGD that could even be observed in the absence of 5-HT. By contrast, 24-h pretreatment with two SSRIs (CIT and FLU) did not confer neuroprotection. (3) TIA pretreatment decreased lipid peroxidation and mRNA levels of cell death and hypoxia markers (*Trp53*, *Serpine1*) in OGD exposed primary cortical cells. (4) Transcriptomic profiling of neurons subjected to OGD demonstrated that OGD by itself has profound effects on gene expression. Pathway enrichment analysis identified multiple pathways relating to cell survival and inflammation including “neuroactive ligand-receptor interaction”, “calcium signaling”, “ECM-receptor interaction”, “cAMP signaling”, “MAPK signaling” and “p53 signaling”. Pretreatment with TIA dramatically reduced the number of DEGs after OGD.

Previous studies have shown that 5-HT treatment promotes mitochondrial biogenesis and survival of cortical neurons in vitro [21, 36]. In our study, 5-HT pretreatment was applied 24 h before OGD at the concentration of 50 μM, which falls within the physiologically relevant range [13, 78]. Notably, cells were incubated in serum-free medium lacking 5-HT. Our report shows that 5-HT confers robust neuroprotection against OGD-induced cell death. A considerable amount of studies investigating the regulation and effect of 5-HT receptors under ischemic conditions have mainly centered on 5-HT receptor subtype 5-HT1A [50, 63]. In respect to this, we analyzed mRNA levels of 5-HT1A and -1B after OGD using qRT-PCR. No changes were detected in 5-HT1B mRNA levels, however, OGD decreased the expression of 5-HT1A mRNA transcription, which is in line with the reduction in cell survival after OGD. The increase in cortical cell survival with 5-HT pretreatment conclusively demonstrates that 5-HT plays a neuroprotective role against OGD.

We decided to treat cortical neurons with CIT and FLU, which are among the most commonly prescribed SSRIs. In addition to these two SSRIs, we included TIA, an atypical antidepressant that has been reported to act, among other things, as an SSRE [14]. CIT and FLU have been shown to be neuroprotective in OGD-injured cortical neurons cultured with LPS-stimulated microglia [17]. We did not observe any statistically significant effects of either CIT or FLU on cell viability of OGD-injured cortical neurons in the absence of microglia. This result leads us to speculate that both SSRI antidepressants primarily exert their protective effects indirectly by decreasing microglial-mediated neurotoxicity, which is not reflected in our experimental setup. Considering that SSRIs increase the availability of 5-HT, we expected an additive effect when CIT and FLU were co-administered with 5-HT. However, cell survival was only slightly improved, and this effect did not reach statistical significance. Equally surprising, pretreatment with the SSRE TIA resulted in significantly improved survival of cortical neurons after OGD. The neuroprotective effect of TIA appeared to be stronger than the effect of 5-HT alone, and the combination of TIA and 5-HT resulted in even greater protection. Our results are consistent with a previous study [32], which demonstrated that TIA was neuroprotective against the neurotoxicity of staurosporine and doxorubicin in primary neurons, whereas other antidepressants, including FLU and CIT, were not.

Based on our finding that TIA exerted the strongest neuroprotective effect, we further analyzed the influence of OGD and TIA on mRNA transcription and lipid peroxidation. The qRT-PCR studies revealed increased expression of *Trp53*, *Serpine1* and *Hif1a* at 6 h after OGD. Transcription factor p53 was previously shown to accumulate during brain ischemia and to trigger apoptosis [30, 79]. Further, a recent study suggested that Serpine1 acts as a main chemotaxis factor for inflammatory neutrophil migration into the ischemic penumbra, and its overexpression in ischemic stroke appears to worsen neuronal damage [56]. In our study, increased mRNA levels of p53 as well as Serpine1 were reduced in TIA-treated neurons. Notably, the magnitude of reduction in *Serpine1* expression by TIA was particularly striking. Notwithstanding, TIA treatment did not demonstrate efficacy in decreasing the elevated expression of *Hif1a.* Additionally, an increase in the expression of various metalloproteinases in neuroinflammation and stroke has been reported in previous studies [80]. However, we here found no change in the expression of *Mmp3* and *Adamts7* in either the OGD-VEH or OGD-TIA conditions.

Serpine1 as a plasminogen activator inhibitor may be one of the key therapeutic targets during the early reperfusion of occluded vessels. Oxidative injury after reperfusion caused by oxygen-derived free radicals could be as deleterious as the initial damage caused by the occlusion itself. Ferroptosis, a unique form of cell death caused by oxidative stress may constitute a significant component of the pathophysiology of stroke together with other mechanisms such as apoptosis, autophagy, necroptosis and pyroptosis [18, 60, 62, 71]. Hence, for an in vitro model of stroke, we kept the reoxygenation time as 24 h and detected accumulated lipid peroxidation induced by reactive oxygen species and oxidative stress at 24 h after OGD in cortical cells. The neuroprotective effect of TIA was further supported by our finding that it strongly counteracted the inducing effect of OGD on lipid peroxidation.

The DEGs identified in stroke studies have been shown to be primarily associated with the inflammatory, immune and stress responses, glucose metabolism, neurosignaling and apoptosis [15, 57, 75]. Animal studies of stroke are influenced by many interacting systems such as the surrounding vascular system and the immune system. By contrast, in vitro studies offer a more tightly controlled and precise analysis of cell autonomous transcriptional responses to ischemia. Therefore, we aimed to investigate the effects of TIA pretreatment against ischemia on pure murine cortical neurons by analyzing transcriptional profiles of four experimental groups: CONTROL-VEH, OGD-VEH, CONTROL-TIA and OGD-TIA. To study early changes in gene regulation that could ultimately lead to neuronal damage or neuroprotection, we adhered to a 6-h period of reoxygenation for mRNA analysis instead of 24 h used in the cell viability assays. A comparison of the numbers of DEGs at 6 h post-OGD revealed that with TIA pretreatment, OGD was unable to regulate as many genes as without TIA. 

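The number of DEGs depended on single cultures. It lay between 1 and 2185 without TIA across the 8 fits that each left out 1 culture, and was highest without OGD-VEH 9. With TIA, it lay between 0 and 16, and was highest without OGD-TIA 16. When the 8 OGD cultures were assigned to the 2 arms in all 70 ways while the CONTROL cultures kept theirs, 23 assignments (32.9%) gave a difference between the arms as large as the one observed. In 7 of these, the real one included, the arm compared with CONTROL-VEH had more DEGs, and in 16 the arm compared with CONTROL-TIA had more. The assignments take the cultures as unmatched.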

The decrease in the number of DEGs enables us to infer that TIA represses the regulation of those genes that may contribute to neuronal damage caused by OGD. 

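Of 16171 genes tested between CONTROL-TIA and CONTROL-VEH, 0 were called, and 622 had an unadjusted p under 0.05 from limma, where chance gives 809. Among the 10 genes of Fig. 4G, the largest log2 fold change between these groups was 0.51, for *Trp53*, and the smallest exact permutation p was 0.114. The p53 score differed by 0.02 (exact permutation p = 0.743) and the calcium score by -0.01 between the control groups, in each case less than the SD of CONTROL-TIA.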

The expression heatmap results show no statistically significant difference between the CONTROL-VEH and CONTROL-TIA groups, indicating that under normal physiological conditions, TIA does not have a noticeable impact, but the visible contrast between OGD-VEH and OGD-TIA suggests that TIA may have neuroprotective effects by reversing the differential gene expression changes induced by OGD (Fig. 4F).

Pathway enrichment analysis further showed that several pathways associated with the inflammatory response, cell survival and communication were induced following OGD, but these pathways were largely absent in the presence of TIA. The calcium signaling pathway was the most differentially regulated pathway, suggesting that TIA treatment promotes cell survival by restoring the expression of genes involved in calcium signaling to their normal levels. A previous study reported that the calcium signaling pathway remains constantly regulated throughout various stages of reoxygenation, while other pathways are activated and deactivated at different timepoints following 45 min of OGD in hippocampal neurons [65]. Calcium signaling plays a crucial role in responding to oxidative stress during ischemia. The depletion of energy stores caused by the ischemic insult results in malfunction of ion pumps and the release of toxic levels of glutamate, which, in turn, leads to elevated intracellular calcium concentrations [7, 11, 55]. This, in combination with oxidative injury by reoxygenation, results in excess ROS production and lipid peroxidation, ultimately leading to cell death. Differential expression analysis showed that the majority of the DEGs (for the comparison of OGD and CONTROL) involved in calcium signaling were downregulated following OGD (Supplementary Fig. 4A), resulting in the disturbance of the pathway, which may contribute to neuronal damage through both lipid peroxidation and disruption of neuronal signaling.

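Without TIA, 104 of the 159 calcium signaling genes tested had a log2 fold change below 0 and 55 above 0, and 66 fell and 21 rose with an unadjusted p under 0.05 from limma. Beside genes named in the paper, the downregulated DEGs were *Itpka* with a log2 fold change of -1.76, *Chrm1* with -1.43, *Nos1* with -1.25, *Itpr1*, *Camk2b* and *Camk4*. *Itpka*, *Chrm1*, *Nos1*, *Camk2b* and *Camk4* are in boxes that Supplementary Fig. 4A colors as downregulated, and *Itpr1*, with a log2 fold change of -1.51, is in a box that it colors as neither up- nor downregulated.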

Interestingly, our cell viability assays showed that the neuroprotective effect of TIA does not depend on 5-HT, but this does not exclude its potential impact on 5-HT signaling, as RNA-seq showed that OGD failed to downregulate 5-HT receptors in the presence of TIA. 5-HT receptors (Htr2c, Htr4, Htr51, Htr7) that were downregulated following OGD (data not shown) are involved in calcium signaling, with changes in the expression of *Htr4* depicted in Fig. 4G. 

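Between OGD-VEH and CONTROL-VEH, *Htr7*, on chromosome 19 from 35958734 to 36057507, had 1.3 and 0.508 FPKM in CONTROL-VEH and OGD-VEH (log2 fold change -1.24, standard error 0.31, padj = 0.0461 from limma) and was called. *Htr2c*, on chromosome X from 146962513 to 147197277, had a log2 fold change of -1.27 (padj = 0.0863 from limma), with OGD-VEH 9 at 3.49 FPKM and the other OGD-VEH cultures between 0.731 and 0.962 FPKM. The name Htr51 is not in the annotation, and both *Htr5a* and *Htr5b* were read. *Htr5a* had a log2 fold change of -1.23 (padj = 0.0781 from limma), and *Htr5b*, tested without a filter, one of -0.65 (padj = 0.234 from limma). With TIA, the log2 fold change was -0.91 for *Htr7* (padj = 0.194 from limma), -0.60 for *Htr2c* (padj = 0.263), -0.80 for *Htr5a* (padj = 0.181) and -0.87 for *Htr5b* (padj = 0.238). A score over the 8 serotonin receptors of 14 that passed the filter differed by -0.80 between OGD-VEH, at -0.514 ± 0.448 (SD, n = 4), and CONTROL-VEH, at 0.285 ± 0.062 (exact permutation p = 0.0286). With TIA it differed by -0.47 (exact permutation p = 0.0286), and between OGD-TIA and OGD-VEH by 0.40 (exact permutation p = 0.229). With a minimum mean of 2 FPKM, the OGD differences were -0.48 without TIA and -0.30 with TIA (exact permutation p = 0.143 each).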

Numerous studies have suggested that the antidepressant effects of TIA are achieved through its regulation of glutamatergic neurotransmission and synaptic plasticity, which may also contribute to its neuroprotective properties [25, 52, 81]. TIA has been shown to decrease glutamate efflux and inhibit stress-induced neurotoxic glutamate transmission by modulating glutamate receptors through a CaMK2-dependent mechanism [52, 61, 81]. Transcriptomic profiling demonstrated that OGD resulted in downregulation of *Camk2a*, a key regulator of calcium signaling, synaptic plasticity and cognitive function. Again, this downregulation of *Camk2a* was attenuated by TIA treatment. The other key components of the calcium signaling pathway, PMCAs such as *Atp2b3* and *Atp2b4*, and NCXs such as *Slc8a2,* together with *Grin1,* showed similar expression trends to Camk2a in response to OGD and TIA. 

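*Atp2b4*, on chromosome 1 of GRCm38 from 133699457 to 133801041, had 77.9 ± 14.9 FPKM (SD, n = 4) in CONTROL-VEH and 22.1 ± 7.17 FPKM in OGD-VEH (log2 fold change -1.86, standard error 0.28, padj = 0.0282 from limma). CONTROL-TIA and OGD-TIA cultures had 73.8 ± 16.4 and 50.7 ± 17.9 FPKM (log2 fold change -0.59, standard error 0.29, padj = 0.303 from limma). All 4 OGD-TIA cultures were above all 4 OGD-VEH cultures (exact permutation p = 0.0286), with a log2 fold change of 1.19 that was not called (padj = 0.55 from limma). The log2 difference between the OGD effects with and without TIA was 1.27 (standard error 0.43, padj = 0.722 from limma over all genes). One of its 8 isoforms ranged from 0.0 to 45.5 FPKM, and with isoforms weighted by length the log2 fold change without TIA was -1.24.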

Downregulation of PMCA and NCX mRNAs following OGD can lead to failure of the Ca^2+^ clearance from the cytosol, exacerbation of Ca^2+^ accumulation, and excitotoxicity [2, 3], but this was again alleviated after pre-treatment with TIA.

Glutamate-mediated neurotoxicity also plays an important role in the pathogenesis of various neurodegenerative diseases [1]. In particular, in Alzheimer's disease (AD), amyloid-β peptide has been shown to lead to an increase in extracellular glutamate levels [5]. This mediates a sustained influx of calcium ions and, similar to OGD, triggers a series of pathological events, including mitochondrial and synaptic dysfunction, increased ROS production, and eventually neuronal death [70]. Therefore, TIA as a glutamatergic modulator may also represent a promising drug for the treatment of neurodegenerative diseases. Interestingly, a recent retrospective observational study in AD patients showed beneficial effects on several cognitive domains after 12 months of treatment with TIA, whereas patients treated with other antidepressants did not show significant improvement in cognitive functions [24]. However, further clinical studies are needed to understand the exact effects of TIA on neurodegenerative diseases independent of the antidepressant effect.

Nearly all the DEGs associated with p53 signaling were upregulated following OGD. 

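Without TIA, 55 of the 67 p53 signaling genes tested had a log2 fold change above 0, and 35 rose and 2 fell with an unadjusted p under 0.05 from limma. With TIA, the log2 fold change was above 0 for 52 of 66 genes.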

Inhibition of p53 has been demonstrated to be protective against ischemic damage [43, 67]. TIA reduced the elevated expression of essential components of p53 signaling, thereby hindering the pathway in OGD-TIA vs. CONTROL-TIA (Fig. 4E). Of these components, in addition to *Trp53* and *Serpine1*, *Fas, Tnfrs10b* (belongs to Death Receptor 5 (DR5) family) and *Casp8* as part of the p53/Fas/DR5/CASP8 axis, play a critical role that ultimately triggers apoptosis (Supplementary Fig. 4B). Fas has also been implicated in further inducing the generation of ROS during conditions of oxidative stress [16, 76]. Moreover, it has been reported that the activation of caspase 3 leads to the cleavage and degradation of PMCAs causing a further buildup of calcium ions inside the cell [64]. This highlights a connection between p53 and calcium signaling. Therefore, we can propose that TIA, by reducing the activation p53/Fas/DR5/CASP8 axis, which is upstream of caspase 3 activation, and also by reversing the decrease in PMCA, NCX, CAMK mRNA levels, may protect against both apoptosis and ferroptosis that occur following OGD. However, future studies will be necessary to fully understand the precise effect of TIA on the regulation of glutamate toxicity, inflammation, ferroptosis and apoptosis induced by ischemia, as well as on the associated pathways.

To our knowledge, this is the first report of neuroprotective effects of antidepressant pharmocotherapy against ischemic injury in pure murine cortical neurons. Our study provides insights into processes that lead to neuroprotection through preconditioning with TIA pretreatment, which can serve as a basis for developing new approaches for protecting the brain from ischemia.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Figure 1. Concentration-dependent toxicity of CIT, FLU, and TIA. Cell viability of primary neuronal cultures treated with increasing concentrations (0.1, 1, 10, 100 μM) of CIT (A), FLU (B), and TIA (C) for 24 h. MTT values were normalized to the CONTROL-VEH condition. Kruskal-Wallis test with Dunn's multiple comparisons test; *p < 0.05 treatment versus VEH, n=4 biological replicates per group. 

Supplementary Figure 2. OGD-dependent expression changes of Htr1a and Htr1b. Primary neuronal cultures were subjected to 2-h OGD. MRNA transcription of 5-HT receptors Htr1a (A) and Htr1b (B) was studied in CONTROL and OGD cells at 6-h of reoxygenation (normalized to housekeeping gene Reep5). N = 5 biological replicates per group. Unpaired t test. t = 3.689, **p < 0.01, OGD versus CONTROL.

Supplementary Figure 3. Heatmap of sample-to-sample distances and GO analysis. (A) Hierarchical clustering of the samples in the comparisons of OGD-VEH versus CONTROL-VEH, OGD-TIA versus CONTROL-TIA, CONTROL-TIA versus CONTROL-VEH and OGD-TIA versus OGD-VEH was shown as a heatmap function derived using DeSeq2 on normalized read counts. Lowest Euclidean distances are darker blue color (closely related samples) and the highest Euclidean distances are pale green color (distantly related samples). (B-C) Gene ontology (GO) enrichment analysis of the genes differentially expressed in the absence and the presence of TIA. The top biological process GO terms with the most significant p-value in OGD-VEH versus CONTROL-VEH (B) and OGD-TIA versus CONTROL-TIA (C) were obtained.

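On the FPKM values, the culture nearest to OGD-VEH 9 was OGD-TIA 13, at a distance of 87.7. OGD-VEH 9 had a mean distance of 94.6 to the OGD-TIA cultures and 102 to the CONTROL-VEH cultures. The culture nearest to OGD-VEH 12 was OGD-TIA 16, at 98.6, and that nearest to OGD-TIA 16 was OGD-VEH 10, at 91.5. OGD-VEH 10 and 11 were nearest to each other, at 86.8, as were OGD-TIA 14 and 15, at 86.6. Each of the 4 CONTROL-VEH cultures was nearest to a CONTROL-TIA culture.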

Supplementary Figure 4. KEGG pathway maps. (A) Calcium signaling pathway as represented by KEGG (pathway: mmu04020). (B) P53 signaling pathway as represented by KEGG (pathway: mmu04115). Differentially expressed genes in OGD-VEH versus CONTROL-VEH and OGD-TIA versus CONTROL-TIA are color coded. Pathway maps are adapted from https://www.kegg.jp/kegg/mapper/ [35].

# Supplementary material for: The atypical antidepressant tianeptine confers neuroprotection against oxygen–glucose deprivation
**Source:** Eur Arch Psychiatry Clin Neurosci. 2023 Sep 1;274(4):777–91. doi: 10.1007/s00406-023-01685-9
**Supplement:** Supplementary file 3 — Supplementary Figure 3. Heatmap of sample-to-sample distances and GO analysis. (A) Hierarchical clustering of the samples in the comparisons of OGD-VEH versus CONTROL-VEH, OGD-TIA versus CONTROL-TIA, CONTROL-TIA versus CONTROL-VEH and OGD-TIA versus OGD-VEH was shown as a heatmap function derived using DeSeq2 on normalized read counts. Lowest Euclidean distances are darker blue color (closely related samples) and the highest Euclidean distances are pale green color (distantly related samples). (B-C) Gene ontology (GO) enrichment analysis of the genes differentially expressed in the absence and the presence of TIA. The top biological process GO terms with the most significant p-value in OGD-VEH versus CONTROL-VEH (B) and OGD-TIA versus CONTROL-TIA (C) were obtained.

## Slide 1
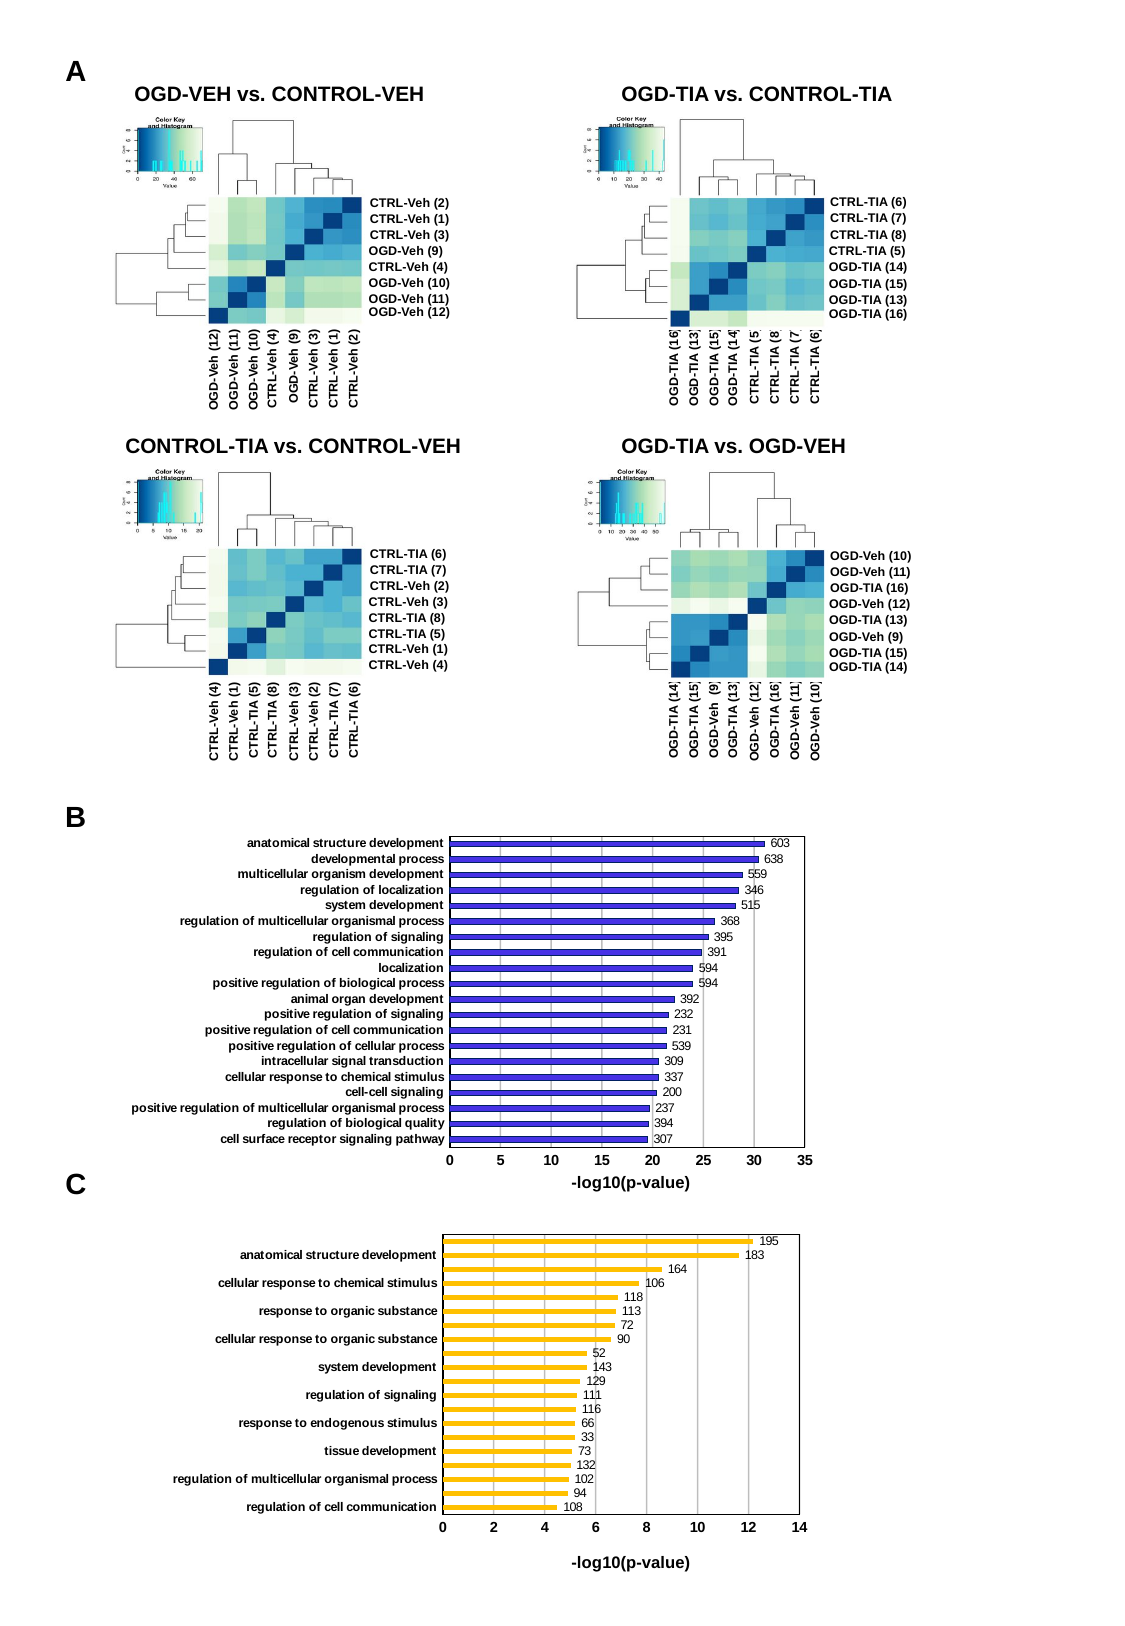

A
OGD-VEH vs. CONTROL-VEH
OGD-TIA vs. CONTROL-TIA
CTRL-TIA (6)
CTRL-TIA (7)
CTRL-TIA (8)
CTRL-TIA (5)
OGD-TIA (14)
OGD-TIA (15)
OGD-TIA (13)
OGD-TIA (16)
CTRL-TIA (7)
OGD-TIA (16)
OGD-TIA (15)
OGD-TIA (14)
CTRL-TIA (5)
CTRL-TIA (8)
CTRL-TIA (6)
OGD-TIA (13)
CTRL-Veh (2)
CTRL-Veh (1)
CTRL-Veh (3)
OGD-Veh (9)
CTRL-Veh (4)
OGD-Veh (10)
OGD-Veh (11)
OGD-Veh (12)
CTRL-Veh (1)
OGD-Veh (12)
OGD-Veh (10)
CTRL-Veh (4)
OGD-Veh (9)
CTRL-Veh (3)
CTRL-Veh (2)
OGD-Veh (11)
OGD-TIA vs. OGD-VEH
CONTROL-TIA vs. CONTROL-VEH
OGD-Veh (10)
OGD-Veh (11)
OGD-TIA (16)
OGD-Veh (12)
OGD-TIA (13)
OGD-Veh (9)
OGD-TIA (15)
OGD-TIA (14)
OGD-Veh (11)
OGD-TIA (14)
OGD-Veh (9)
OGD-TIA (13)
OGD-Veh (12)
OGD-TIA (16)
OGD-Veh (10)
OGD-TIA (15)
CTRL-TIA (6)
CTRL-TIA (7)
CTRL-Veh (2)
CTRL-Veh (3)
CTRL-TIA (8)
CTRL-TIA (5)
CTRL-Veh (1)
CTRL-Veh (4)
CTRL-TIA (7)
CTRL-Veh (4)
CTRL-TIA (5)
CTRL-TIA (8)
CTRL-Veh (3)
CTRL-Veh (2)
CTRL-TIA (6)
CTRL-Veh (1)
B
### Chart
| Category | |
|---|---|
| cell surface receptor signaling pathway | 19.497572880015568 |
| regulation of biological quality | 19.576754126063193 |
| positive regulation of multicellular organismal process | 19.69680394257951 |
| cell-cell signaling | 20.407823242604135 |
| cellular response to chemical stimulus | 20.57839607313017 |
| intracellular signal transduction | 20.585026652029182 |
| positive regulation of cellular process | 21.324221658325914 |
| positive regulation of cell communication | 21.39469495385889 |
| positive regulation of signaling | 21.54821356447571 |
| animal organ development | 22.14146280243036 |
| positive regulation of biological process | 23.958607314841775 |
| localization | 23.97881070093006 |
| regulation of cell communication | 24.835647144215564 |
| regulation of signaling | 25.46344155742847 |
| regulation of multicellular organismal process | 26.12609840213554 |
| system development | 28.129596094720974 |
| regulation of localization | 28.48678239993206 |
| multicellular organism development | 28.815308569182402 |
| developmental process | 30.406713932979542 |
| anatomical structure development | 31.046723663332696 |-log10(p-value)
C
### Chart
| Category | |
|---|---|
| regulation of cell communication | 4.504455662453552 |
| regulation of localization | 4.903089986991944 |
| regulation of multicellular organismal process | 4.943095148663527 |
| cellular developmental process | 5.018181392829336 |
| tissue development | 5.078313524516398 |
| response to wounding | 5.199970640755866 |
| response to endogenous stimulus | 5.2076083105017466 |
| regulation of biological quality | 5.229147988357856 |
| regulation of signaling | 5.266802734893431 |
| cell differentiation | 5.405607449624573 |
| system development | 5.649751981665837 |
| cellular response to oxygen-containing compound | 5.653647025549361 |
| cellular response to organic substance | 6.607303046740334 |
| response to oxygen-containing compound | 6.752026733638194 |
| response to organic substance | 6.795880017344075 |
| animal organ development | 6.876148359032914 |
| cellular response to chemical stimulus | 7.714442690992226 |
| multicellular organism development | 8.607303046740334 |
| anatomical structure development | 11.630784142589857 |
| developmental process | 12.193141970481182 |-log10(p-value)

# Supplementary material for: The atypical antidepressant tianeptine confers neuroprotection against oxygen–glucose deprivation
**Source:** Eur Arch Psychiatry Clin Neurosci. 2023 Sep 1;274(4):777–91. doi: 10.1007/s00406-023-01685-9
**Supplement:** Supplementary file 4 — Supplementary Figure 4. KEGG pathway maps. (A) Calcium signaling pathway as represented by KEGG (pathway: mmu04020). (B) P53 signaling pathway as represented by KEGG (pathway: mmu04115). Differentially expressed genes in OGD-VEH versus CONTROL-VEH and OGD-TIA versus CONTROL-TIA are color coded. Pathway maps are adapted from https://www.kegg.jp/kegg/mapper/ [35].

## Slide 1
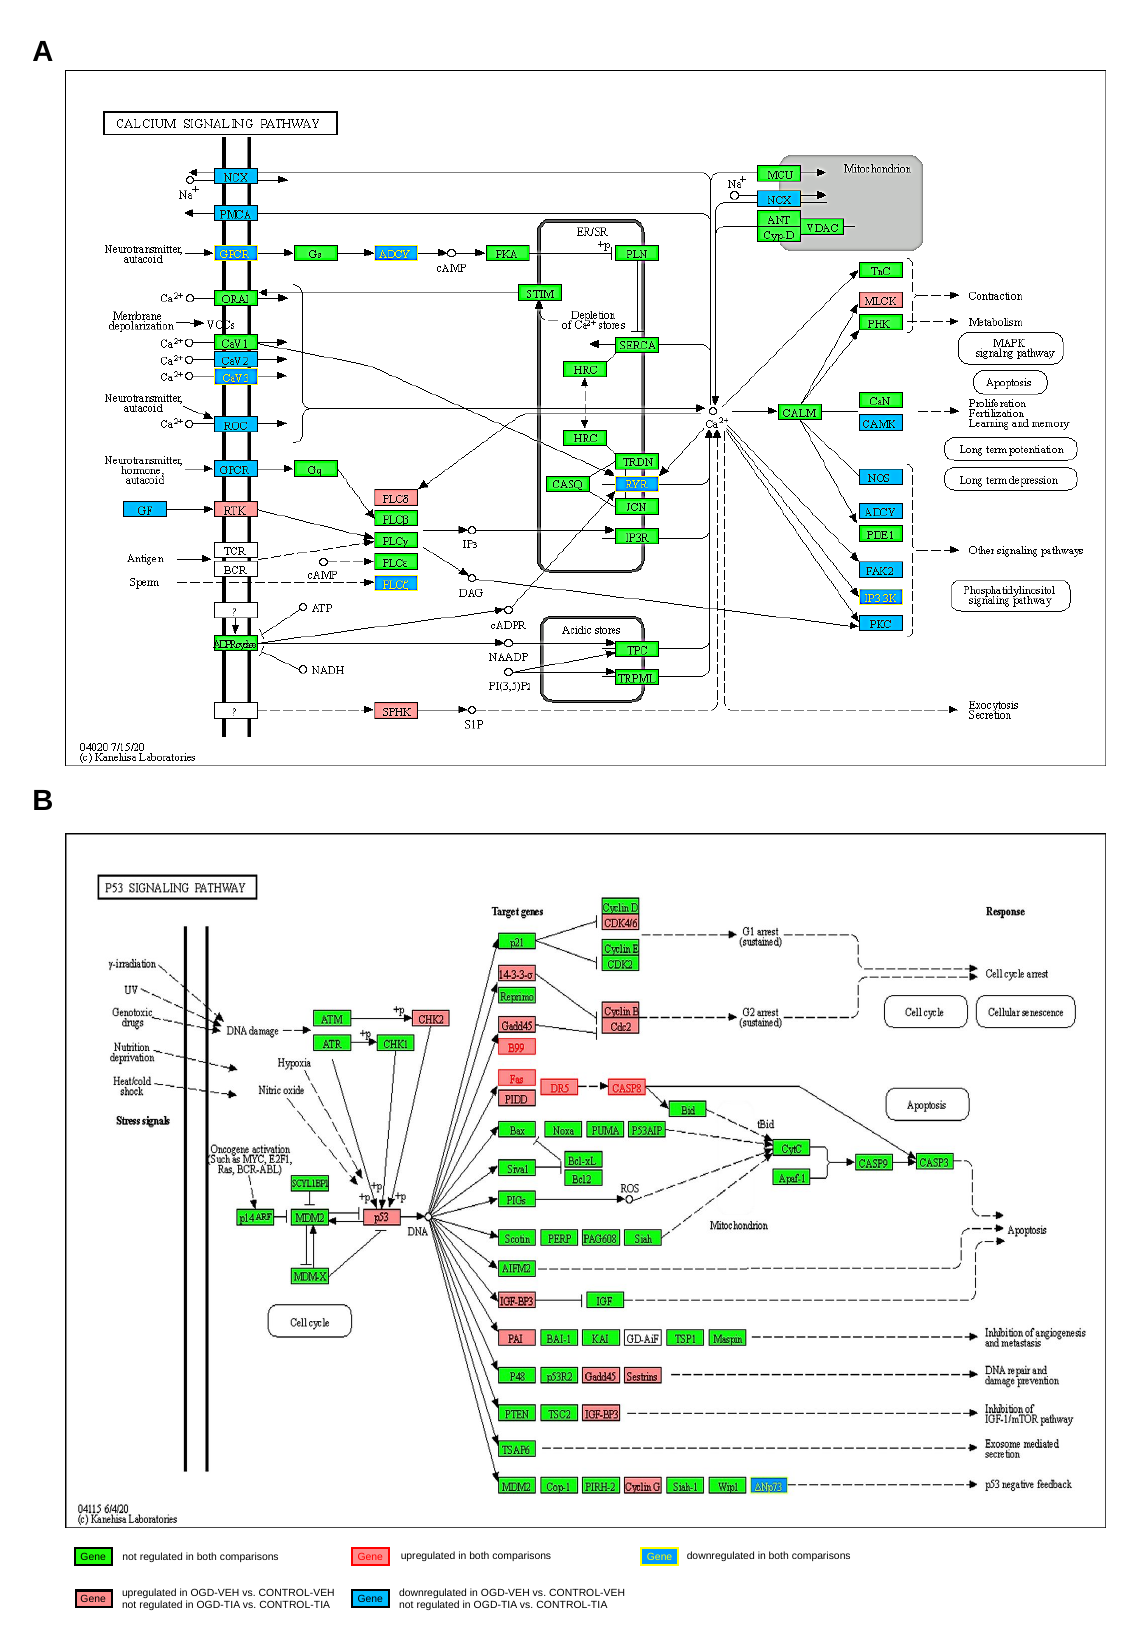

A
B
upregulated in both comparisons
Gene
downregulated in both comparisons
Gene
 not regulated in both comparisons
Gene
upregulated in OGD-VEH vs. CONTROL-VEH
not regulated in OGD-TIA vs. CONTROL-TIA
Gene
downregulated in OGD-VEH vs. CONTROL-VEH
not regulated in OGD-TIA vs. CONTROL-TIA
Gene

How the deposited data were processed for this re-analysis (not part of the article)

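RNA-seq was analysed for 16 mouse primary cortical neuron cultures, 4 in each of 4 groups: controls with vehicle (CONTROL-VEH) or tianeptine (CONTROL-TIA), and cultures after oxygen-glucose deprivation with vehicle (OGD-VEH) or tianeptine (OGD-TIA). The other experiments of the paper (viability assays, immunocytochemistry, qRT-PCR and lipid peroxidation) were not analysed here. The condition and number of each culture were taken from the sample labels, which call the vehicle cultures untreated, and from Supplementary Fig. 3A. Cultures are numbered 1 to 16 across the groups, so no culture of one group was matched to a culture of another.

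The authors' service provider prepared stranded mRNA libraries, sequenced 50-base single-end reads, mapped them with STAR to GRCm38 with the Ensembl release 92 annotation and estimated the expression of each isoform with eXpress. The deposited values were taken as FPKM per isoform after TMM scaling, from the name of the file; the paper's methods name TMM FPKM only for its heatmap. The values are not whole numbers, and their sums differ between cultures. Mapping, isoform estimation and TMM scaling are therefore taken to be already in the values. Of 135276 lines, 74 carry no identifier and were left out, and the others are 135202 isoforms of 53687 genes. Isoforms were grouped into genes by the deposited gene symbol and chromosome. Gene types and positions come from GENCODE M21 on GRCm38, in which 99.89% of the isoforms were found by identifier. Of these, 98.86% have the same start and end. Replicates were not pooled.

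The depth of each culture was estimated from the most common small value of FPKM multiplied by transcript length less 49 bases, over 17548 genes with a single isoform longer than 600 bases, taken as the value of 1 read. The value was searched in a window around the depth the paper states. It ranged from 20.2 to 25.3 M reads with a median of 23.5 M. At the lowest depth, 1 read on a transcript of 1 kilobase corresponds to 0.0495 FPKM, so the values of genes such as *Htr4* in single cultures rest on few reads. Because eXpress assigns reads to isoforms by probability, the depth is an estimate and no counting intervals were computed.

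The FPKM of a gene's isoforms were summed, and 0.1 was added before the log2 was taken. Each comparison used its 8 cultures and the genes with a mean of at least 0.5 FPKM over them. Differential expression was tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend on mean expression), and p was adjusted by Benjamini-Hochberg. DEGs had a padj of at most 0.05 and a log2 fold change of at least 1 or at most -1, the paper's thresholds. The comparisons were OGD-VEH with CONTROL-VEH, OGD-TIA with CONTROL-TIA, CONTROL-TIA with CONTROL-VEH and OGD-TIA with OGD-VEH, and an interaction (the OGD effect with TIA minus that without) over the 16 cultures. The paper's tool, DESeq2, models read counts and was not applied to FPKM. Single genes and gene list scores were also compared by two-sided exact permutation tests over the 70 assignments of 8 cultures to 2 groups, for which the smallest p is 0.0286. Other computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

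The limma procedure was tested on simulated data, with 5 draws of 16313 genes in 4 cultures against 4, of which 200 genes were changed. Between 74 and 81.5% of the changed genes were called, at most 6 unchanged genes were called in a draw, and the median error of the log2 fold change was between -0.028 and -0.008. The simulated spread was that of the CONTROL cultures. The limit for passing this test was first set at a recovery of 80% and was lowered to 70% after some draws had fallen below it, so passing it is not evidence by itself. In a further 200 simulated draws of a list of 60 genes, the score test gave p under 0.05 in 97.0% of draws with a shift of 0.5 on the log2 scale and in 2.5% without a shift. The simulated genes were independent apart from a small shift per culture. The simulated cultures varied less than the OGD-VEH cultures did in the p53 score (SD 0.314). The 97.0% is therefore not the power of the score comparisons reported here.

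Named genes are those the paper names for the RNA-seq and qRT-PCR, the 5 most increased and 5 most decreased DEGs with separate cultures, and the 5 genes with the smallest interaction p, by a rule fixed before the values were seen. Genes under the filter on low values in a comparison were read from the same model fitted without a filter. The lists for p53, calcium, TNF, neuroactive receptors, serotonin receptors and cell type markers were written from general knowledge before the values were seen, and are not the KEGG lists. Enrichment of the lists among DEGs (one-sided Fisher's exact test, with the genes tested as background), the OGD score, the assignments of OGD cultures to arms and the weighting of isoforms by length were chosen after the values were seen. Fisher's exact test takes genes as independent, which genes measured in the same cultures are not.

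Alternatives fixed before the values were seen were a pseudocount of 1 or 0.01, no filter on low values, a minimum mean of 2 FPKM, median-ratio scaling, array quality weights, robust empirical Bayes, all 16 cultures in one fit, each isoform tested by itself, 1 minus the Pearson correlation as distance, and leaving out each culture in turn. For weighting by length, each isoform's FPKM was multiplied by its length, the products were summed and the sum was divided by 1 fixed length per gene, the mean of its isoform lengths weighted by their FPKM. The KEGG and GO enrichment, the clustered heatmap and the pathways MAPK, PI3K-Akt, extracellular matrix-receptor interaction, cAMP and gap junction were left out, because the database lists were not used here.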

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

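The scores of OGD cultures, the assignments of OGD cultures to arms, the marker comparison and all tests of explanations in this part were chosen after the values were seen, apart from the corrections for transcript length and GC content and the nearest cultures under median-ratio scaling.

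Among 144 groups of 4 cultures checked for a culture far from the others, 14 had one, where chance gives about 7.2. Of these 14, 9 were in OGD-TIA 16. Its calcium score was -0.127, against -0.023 to -0.005 in the other OGD-TIA cultures. Its serotonin receptor score was -0.606, against -0.006 to 0.098, its neuron marker score -0.704, against 0.113 to 0.162, and its astrocyte marker score 1.06, against -0.389 to -0.161. Its OGD score was 1.82, against 0.792 to 0.959. It had 15.2 FPKM of *Slc8a2*, against 27.2 to 29.0 FPKM, 0.308 FPKM of *Htr7*, against 0.798 to 0.895 FPKM, 0.473 FPKM of *Htr1b*, against 0.893 to 0.947 FPKM, and 100.0 FPKM of *Reep5*, against 144 to 149 FPKM. These values are not independent, since they come from the same culture and the lists share neuronal genes.

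The other cultures far from their group were OGD-VEH 9 for *Htr2c* (3.49 FPKM, against 0.731 to 0.962 FPKM), OGD-VEH 12 for *Htr4* (0.049 FPKM, against 0.129 to 0.143 FPKM), OGD-VEH 10 for *Htr5b* (0.192 FPKM, against 0.084 to 0.094 FPKM), CONTROL-TIA 7 for *Tnfrsf10b* (1.38 FPKM, against 0.845 to 0.931 FPKM) and CONTROL-VEH 2 for *Htr7* (1.0 FPKM, against 1.39 to 1.41 FPKM). No explanation, technical or biological, was tested for these 5 values.

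By distance over all genes tested, OGD-VEH 9 and OGD-TIA 13 were nearest to each other, OGD-VEH 12 was nearest to OGD-TIA 16, and OGD-TIA 16 was nearest to OGD-VEH 10. Explanations were tested for OGD-VEH 9 and OGD-TIA 16. With isoforms weighted by length, so that short isoforms with erratic values count less, 2 of these 2 cultures were still nearest to the other arm, and under median-ratio scaling it was also 2 of 2, so neither step by itself accounts for it. Of the 2 cultures, 1 was below the median depth, OGD-VEH 9 with 20.2 M reads, and low depth of that culture cannot be told apart from another origin of its position. OGD-TIA 16 had 24.1 M reads. An exchange of labels was not tested, because the labels alone identify the cultures. A candidate explanation that the design offers is that the response to OGD varied between cultures of the same arm, and that TIA lowers it on average. For the OGD score, with genes chosen over both arms, OGD-TIA and OGD-VEH differed by -0.64 with an exact permutation p of 0.171, so in this test, which takes the cultures as unmatched, it cannot be told apart from variation between cultures.

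The neuron marker score, over 10 genes the paper does not discuss, differed by -0.923 between OGD-VEH and CONTROL-VEH (exact permutation p = 0.0286, 0.228 adjusted over 24 marker comparisons), with all 4 OGD-VEH cultures below all 4 CONTROL-VEH cultures. With TIA the difference was -0.405 (exact permutation p = 0.0286, 0.228 adjusted). A lower share of neuronal RNA may contribute to the fall of the calcium score, which was tested with marker genes. The neuron minus glia marker score differed by -1.67 between OGD-VEH and CONTROL-VEH (exact permutation p = 0.0571) and by -0.839 between OGD-TIA and CONTROL-TIA (exact permutation p = 0.0286), so the fall of the calcium score cannot be told apart from a change in the mix of cells. CONTROL-VEH 4 had the highest astrocyte marker score of the CONTROL cultures (0.651) and also their highest calcium score (0.179). After the trend on transcript length and GC content was removed from each culture, the calcium score still differed by -0.355 and the p53 score by 0.559 between OGD-VEH and CONTROL-VEH (exact permutation p = 0.0286 each), and under median-ratio scaling the calcium score differed by -0.395. Length, GC content and TMM scaling therefore do not by themselves account for these differences. A change in the mix of cells was not tested for the p53 and TNF scores and is not excluded for them. The proliferating cell marker score was 1.395 higher in OGD-VEH than in CONTROL-VEH, and the oligodendrocyte lineage marker score 0.838 higher (exact permutation p = 0.0571 each, 0.228 adjusted over 24 marker comparisons).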

How the results depend on the processing

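Weighting isoforms by length and the assignment of OGD cultures to arms were chosen after the values were seen, and the other alternatives were set before the data were examined. No paired analysis was run because the cultures are numbered 1 to 16 without a number shared between groups. The tests therefore take the cultures as unmatched, and would not account for cultures of different groups that came from the same preparation. Taken in order of number, the OGD scores were 0.87, 1.91, 1.77 and 2.39 in OGD-VEH and 0.79, 0.96, 0.83 and 1.82 in OGD-TIA. In this order each OGD-TIA culture had a lower OGD score and a higher calcium score than its OGD-VEH counterpart. The labels do not say whether the order marks a shared preparation, so this was not tested, and a matched test could read differently. The cause of each change below was not tested.

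The 668 DEGs between OGD-VEH and CONTROL-VEH lay between 509 and 642 with a pseudocount of 1 or 0.01, a minimum mean of 2 FPKM, median-ratio scaling or robust empirical Bayes. They were 36 without a filter on low values, 1929 with array quality weights, 1390 with all 16 cultures in one fit, 74 with each isoform tested by itself, 1074 with isoforms weighted by length and 1321 with that weighting and all 16 cultures. The 0 DEGs with TIA (3175 genes with an unadjusted p under 0.05) became 7 without a filter, 80 with array quality weights, 1 with all 16 cultures, 16 by isoform, 62 with isoforms weighted by length and 13 with that weighting and all 16 cultures. The 0 shared DEGs became 53 with array quality weights, 1 with all 16 cultures, 38 with isoforms weighted by length and 10 with that weighting and all 16 cultures. In each of these settings with all cultures kept, more genes were called without TIA than with TIA.

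Between OGD-TIA and OGD-VEH, the 0 DEGs (1293 genes with an unadjusted p under 0.05) became 4 without a filter, 408 with array quality weights and 13 by isoform. Between CONTROL-TIA and CONTROL-VEH, the 0 DEGs (622 genes with an unadjusted p under 0.05) became 4 without a filter and 5 by isoform. The 0 interaction genes (988 with an unadjusted p under 0.05) became 3 without a filter and 101 with array quality weights, and of the named genes 1 then had an interaction past the thresholds.

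Leaving out each culture in turn gave from 1 to 2185 DEGs without TIA, from 0 to 16 with TIA, from 0 to 2 between OGD-TIA and OGD-VEH, from 0 to 5 shared and from 0 to 1 interaction genes. The share of DEGs with a smaller change under TIA stayed between 98 and 100% under all of the settings run. This share is measured on genes chosen for a large change without TIA, which favors a smaller change in the other comparison.

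Of the 35 splits of the 8 cultures, 1 gave as many DEGs as the real split between OGD-VEH and CONTROL-VEH, the real one itself. For the 3 other comparisons, with 0 DEGs, 35 of 35 splits gave as many, and for the interaction 100 of 100 did, which carries no information beyond the count of 0. Another split of the OGD cultures, OGD-VEH 9 and OGD-TIA 13 to 15 against the other 4, gave 1379 DEGs. In 23 of 70 assignments of the OGD cultures to the arms, the numbers of DEGs of the 2 arms differed by as much as 668 and 0, so the smaller number of DEGs with TIA cannot be told apart from the assignment of variable cultures in a test that takes them as unmatched. OGD-TIA cultures had 2.65 M reads more than OGD-VEH cultures on average (exact permutation p = 0.0286), which gives no sign of a lower depth with TIA. The depth was estimated from TMM-scaled values and includes the TMM factor of each library, so a lower depth is not excluded.

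The p53, calcium, TNF and neuroactive receptor scores kept their direction and an exact permutation p of 0.0286 in both OGD comparisons with a pseudocount of 1 or 0.01, no filter on low values, a minimum mean of 2 FPKM, median-ratio scaling and isoforms weighted by length. The p of 0.0286 is the smallest that 70 assignments can give, and 0.0572 after adjustment over 20 score comparisons. The serotonin receptor score did so too, except with a minimum mean of 2 FPKM, where it was -0.475 without TIA and -0.302 with TIA (exact permutation p = 0.143 each). Between CONTROL-TIA and CONTROL-VEH, the p53 score changed sign to -0.012 without CONTROL-TIA 5, and lay between that and 0.043. The calcium score there was 0.003 without a filter, 0 without CONTROL-TIA 7 and 0.01 without CONTROL-VEH 4, and lay between -0.024 and 0.01 with single cultures left out. With 1 minus the Pearson correlation, the ratio of distances between and within OGD-VEH and CONTROL-VEH was 1.48 in place of 1.21.

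Single genes reversed as follows. By isoform, the log2 fold change was -2.07 for *Camk2a* between OGD-TIA and OGD-VEH, -0.52 for *Hif1a* between OGD-VEH and CONTROL-VEH and -2.26 for *Nans* between OGD-TIA and CONTROL-TIA. Between OGD-TIA and CONTROL-TIA, *Htr1b* was 0.057 with array quality weights, *Nans* was -0.019 with isoforms weighted by length, with 8 or 16 cultures, and *Exosc2* was 0.042 in both of these. With single cultures left out, *Htr1b* lay between -0.201 and 0.089, *Htr6* between -0.167 and 0.007, *Ppp1r2-ps2* between -0.324 and 0.988, *Gm19680* between -0.411 and 0.112 and *Nans* between -0.08 and 0.116. Among the other values of named genes with all cultures kept, 704 did not change their call or direction, 37 lost and 36 gained a call; with a culture left out, 466 did not change, 115 lost and 7 gained a call. Depth limits genes under 0.5 FPKM, such as *Htr4*, *Htr5b* and *Mmp3*.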

Differences from the paper's values

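Weighting isoforms by length was chosen after the values were seen, and no test was added for this part. The paper reports 1675 DEGs between OGD-VEH and CONTROL-VEH (872 upregulated and 803 downregulated), and the FPKM values gave 668 (393 upregulated and 275 downregulated). With array quality weights they gave 1929 (1141 upregulated and 788 downregulated), and with all 16 cultures in one fit 1390 (727 upregulated and 663 downregulated). Both settings, set before the data were examined, come within a factor of 1.5 of the paper's 3 numbers. Leaving out OGD-VEH 9, 1 of the 8 fits without 1 culture that were set before the data were examined, gave 2185 DEGs (1184 upregulated and 1001 downregulated), also within that factor for all 3. The other alternatives set before the data were examined did not close the gap for any of the 3. Of those chosen after the values were seen, weighting isoforms by length gave 632 upregulated DEGs, within that factor for this number alone, and the same weighting with all 16 cultures gave 1321 DEGs (738 upregulated and 583 downregulated), within it for all 3.

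Between OGD-TIA and CONTROL-TIA, the paper reports 445 DEGs (189 upregulated and 256 downregulated), and the FPKM values gave 0 (0 upregulated and 0 downregulated), with 3175 genes at an unadjusted p under 0.05. The paper reports 318 genes shared by both comparisons, and the FPKM values gave 0. None of the alternatives, whether set before or after the values were seen, closed either gap. The largest numbers were 80 DEGs with TIA (49 upregulated and 31 downregulated) and 53 shared, with array quality weights.

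The fold change of *Htr4* between OGD-VEH and CONTROL-VEH is about -2.7 in Fig. 4G of the paper, read by eye, and was -1.81 here. These values lie within a factor of 1.5 of each other, the limit used here, although the gap is larger than the SD between cultures on the log2 scale. The 0.1 FPKM added before the log2 makes this fold change smaller in size. The means of *Htr4* were 0.28 FPKM in CONTROL-VEH and 0.114 FPKM in OGD-VEH. The gene is under the filter on low values in this comparison, so its value comes from the fit without a filter, and no other alternative with all cultures gave a value for it. For 3 fold changes of Fig. 4G the values are more than 1.5 times apart. The gap is no more than the SD between cultures on the log2 scale. The paper used the same cultures, so this SD does not measure how far different processing moves a value. By the factor of 1.5, these 3 fold changes differ from the paper's. They are *Trp53* without TIA (the paper's about 2.1 in Fig. 4G, read by eye, and 4.0 here), *Camk2a* without TIA (the paper's about -2.3 in Fig. 4G, read by eye, and -3.68 here) and *Casp8* with TIA (the paper's about 4.3 in Fig. 4G, read by eye, and 2.57 here). The added 0.1 FPKM also makes the fold change of *Casp8* smaller, as its means were 0.116 FPKM in CONTROL-TIA and 0.492 FPKM in OGD-TIA. For *Trp53* the gap was larger than the SD between cultures with a pseudocount of 0.01 (4.01) and with array quality weights (4.66), and for *Camk2a* with each isoform tested by itself (-6.32). Other settings came nearer to the paper. With isoforms weighted by length, chosen after the values were seen, *Trp53* was at 2.72 and *Camk2a* at -2.42. With each isoform tested by itself, *Trp53* was at 2.44.

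The paper states that without TIA OGD upregulated *Casp8* and downregulated *Htr4*. Neither was called here (padj = 0.058 and 0.104 from limma). *Casp8* was called with array quality weights, without OGD-VEH 9, and with isoforms weighted by length, a setting chosen after the values were seen. *Htr4* was under the filter and was tested only without it. The paper lists *Htr2c* and a further receptor, written Htr51, as downregulated without TIA, and *Htr2c* and *Htr5a* were not called here (padj = 0.0863 and 0.0781 from limma). Both were called with array quality weights, with all 16 cultures in one fit, without OGD-VEH 9, and with isoforms weighted by length and all 16 cultures; *Htr2c* was also called with isoforms weighted by length alone. *Htr5b* was under the filter and, tested only without it, was not called (padj = 0.234 from limma).

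With TIA, the paper states that *Tnfrsf10b*, *Fas* and *Casp8* were still upregulated past its threshold. *Tnfrsf10b* and *Fas* were not called here under any setting run for them (log2 fold changes of 1.15 and 1.65, padj = 0.147 and 0.148 from limma). *Casp8* was under the filter and, tested only without it, was not called (log2 fold change 1.36, padj = 0.251 from limma). The paper states that OGD activated TNF signaling with TIA and not without it. Over a list that is not KEGG's, the TNF score rose in both comparisons, by 0.57 without TIA and 0.29 with TIA (exact permutation p = 0.0286 each), and the 12 DEGs of the list were called without TIA. In Supplementary Fig. 4 the paper colors 4 calcium boxes as upregulated without TIA alone, and 0 of these held a called gene here, although in all 3 with a tested member the one with the smallest p was upregulated. The figure colors the box of the IP3 receptors as neither up- nor downregulated, and *Itpr1* was called here as downregulated without TIA (log2 fold change -1.51, padj = 0.0444 from limma). In the paper, the p53 and calcium pathways were enriched among DEGs without TIA and no longer with TIA. Its Supplementary Fig. 4 still colors 4 p53 boxes as upregulated and 6 calcium boxes as downregulated in both comparisons. The p53 and calcium scores used here are not an enrichment test and do not contradict that result. Both scores still differed between OGD-TIA and CONTROL-TIA, by 0.34 and -0.16 (exact permutation p = 0.0286 each), although 0 genes of either list were called. At an unadjusted p under 0.05, 25 p53 genes rose and 1 fell, and 8 calcium genes rose and 38 fell.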

Other observations

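The qRT-PCR genes below were named before their values were seen, *Gfap* and *Hmox1* were chosen after their values were seen, and no technical or biological explanation was tested for any value in this part.

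The genes that the paper measured by qRT-PCR were read in the RNA-seq values. Between OGD-VEH and CONTROL-VEH, the log2 fold change was 1.31 for *Adamts7* (padj = 0.0571 from limma), 0.13 for *Hif1a* (padj = 0.456), -1.10 for *Htr1a* (padj = 0.0709), -0.45 for *Htr1b* (padj = 0.339) and -0.18 for *Htr6* (padj = 0.487). *Mmp3* was listed at 0 in all 8 CONTROL cultures and had a mean of 0.07 FPKM in OGD-VEH and 0.0565 FPKM in OGD-TIA. *Reep5*, the housekeeping gene of the qRT-PCR, had 162 FPKM in CONTROL-VEH and 110 FPKM in OGD-VEH, a log2 fold change of -0.59 (padj = 0.0521 from limma), and all 4 OGD-VEH cultures were below all 4 CONTROL-VEH cultures (exact permutation p = 0.0286). With TIA its log2 fold change was -0.27 (padj = 0.287 from limma, exact permutation p = 0.0286).

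*Gfap* and *Hmox1* varied between cultures of the same group. *Gfap* had 87.4 FPKM in CONTROL-VEH 4, 85.9 FPKM in OGD-VEH 12 and 64.5 FPKM in OGD-TIA 16, and between 5.09 and 26.2 FPKM in the other 13 cultures. *Hmox1* had between 14.1 and 114 FPKM in the CONTROL cultures, between 64.2 and 439 FPKM in the OGD-VEH cultures and between 66.8 and 252 FPKM in the OGD-TIA cultures, with the lowest OGD-VEH value in OGD-VEH 9 and the highest OGD-TIA value in OGD-TIA 16. Whether cultures of different groups came from the same preparation of cells is not known from the labels.

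The paper gives 18 to 23 M aligned reads per sample, and the depth estimated from the FPKM values was 20.2 to 25.3 M reads. The estimate includes the factor by which TMM scaled each library, and was searched in a window around the paper's depth, so it is not an independent check of that depth.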
